# Topoisomerase IIβ Activates a Subset of Neuronal Genes that Are Repressed in AT-Rich Genomic Environment

**DOI:** 10.1371/journal.pone.0004103

**Published:** 2008-12-31

**Authors:** Kuniaki Sano, Mary Miyaji-Yamaguchi, Kimiko M. Tsutsui, Ken Tsutsui

## Abstract

DNA topoisomerase II (topo II) catalyzes a strand passage reaction in that one duplex is passed through a transient brake or gate in another. Completion of late stages of neuronal development depends on the presence of active β isoform (topo IIβ). The enzyme appears to aid the transcriptional induction of a limited number of genes essential for neuronal maturation. However, this selectivity and underlying molecular mechanism remains unknown. Here we show a strong correlation between the genomic location of topo IIβ action sites and the genes it regulates. These genes, termed group A1, are functionally biased towards membrane proteins with ion channel, transporter, or receptor activities. Significant proportions of them encode long transcripts and are juxtaposed to a long AT-rich intergenic region (termed LAIR). We mapped genomic sites directly targeted by topo IIβ using a functional immunoprecipitation strategy. These sites can be classified into two distinct classes with discrete local GC contents. One of the classes, termed c2, appears to involve a strand passage event between distant segments of genomic DNA. The c2 sites are concentrated both in A1 gene boundaries and the adjacent LAIR, suggesting a direct link between the action sites and the transcriptional activation. A higher-order chromatin structure associated with AT richness and gene poorness is likely to serve as a silencer of gene expression, which is abrogated by topo IIβ releasing nearby genes from repression. Positioning of these genes and their control machinery may have developed recently in vertebrate evolution to support higher functions of central nervous system.

## Introduction

In the cell division cycle, gated passage for chromosomal DNA strands is an essential requirement for disentanglement of the DNA link between post-mitotic sister chromatids prior to segregation. The process is catalyzed by the α isoform of topo II that evolved from a single eukaryotic gene through a gene duplication event, which occurred around the time of vertebrate diversification. Topo IIα and its counterpart β (topo IIβ) exhibit similar enzymatic properties on naked DNA *in vitro* [1]. However, as the timing and tissue specificity of expression differs substantially between these isoforms, it is a reasonable assumption that they share separate roles in cellular physiology. Two research groups, including our own, reported the evidence supporting this notion by showing that topo IIβ is required in the late stage of neural differentiation probably through transcriptional induction of neuronal genes [2]–[4]. More recently, other studies demonstrated the regulatory role of topo IIβ in the transcriptional activation of some inducible genes [5], [6]. Use of expression arrays indicated that transcript levels of only a subset of genes are susceptible to depletion of topo IIβ in differentiating neural tissues [3], [7]. Why the enzyme controls only a fraction of genes remained unclear. To answer this question and to elucidate the mechanism of gene regulation by topo IIβ, we hypothesized that relative topographical relationship between topoisomerase action sites and the location of genes controlled by the enzyme should provide an important clue.

A group of topo II inhibitors such as etoposide, often called topoisomerase poisons, have been used to map the topo II action sites on DNA. The drug binds specifically to the enzyme and stabilizes the topo II-DNA covalent complex (cleavable complex) by preventing the ligation of the transiently cleaved DNA strands [8]. Upon addition of strong detergents, the complex is disrupted to liberate DNA fragments with denatured topo II protein covalently attached to their 5′-termini [9]. The drug-induced cleavage sites are then mapped by measuring the distance from end-labeled restriction fragments by Southern blotting. Consensus nucleotide sequences surrounding the cleavage sites have been deduced from *in vitro* experiments with naked DNA and purified enzymes [10]–[12]. As most topo II poisons are permeable into living cells, topo II sites *in vivo* was also mapped with various cell systems [13]. It was suggested that the *in vivo* cleavage sites are highly restricted by the local chromatin structure, being located mostly in the linker segment between phased nucleosomes [14]–[16]. In addition, topo II sites detected *in vivo* do not always coincide with strong naked DNA sites but often correspond to only minor *in vitro* sites. It is clear then that the topo II cleavage consensus *in vitro* is inadequate to predict its *in vivo* sites. It has been generally accepted that topo II cleavage sites are within an AT-rich region often in the vicinity of the matrix attachment region (MAR/SAR) [17]. However, a large-scale or genome-wide mapping of *in vivo* topo II action sites has not been attempted.

The mapping technique used in the present study also utilizes etoposide to enrich the reaction intermediate, but the enzyme-DNA complex was recovered by lysing the cells in milder conditions without strong denaturants [18]. After fragmentation of chromosomal DNA, the topo IIβ -DNA covalent complex was concentrated by immunoprecipitation with specific antibody. Resulting DNA fragments were amplified by ligation-mediated PCR and hybridized to tiling arrays to determine their genomic positions. This protocol is similar to chromatin immunoprecipitation (ChIP) except that the cross-linking is based on the formation of topo II-specific reaction intermediate. Thus, the procedure can be regarded as “functional ChIP”. The use of mild conditions for arresting the intermediate brought about two advantages. First, as topo IIβ was linked to DNA mostly through single strand breakage, the cleavage site resided within the fragment and both ends were available for ligation of amplification primers. Second, the other DNA strand, which is transferred through the cleaved strand, remains associated with the enzyme in the immunoprecipitate. This DNA fragment can be recovered in a separate fraction by a stringent washing when it is not contiguous to the cleaved strand. This topo II site mapping strategy, combined with expression array analysis of topo IIβ-regulated genes, enabled us to identify AT-rich genomic sites that appear to be essential for linking topo IIβ action to its target genes.

Because of complicated terminology used in the study, we provide an explanatory document in Supporting Information to avoid possible confusions (Text S1).

## Results

In the primary culture of newborn cerebellar tissue that we used in this study, only precursor granule neurons can survive after the final division *in vitro* [19]. It is a useful experimental system to study the transcriptional induction of neuronal genes during the post-mitotic differentiation that proceeds spontaneously and almost synchronously. In addition, topo IIβ is the only target of topo II-specific inhibitors since these cells do not express topo IIα [3]. Expression of topo IIβ can be inhibited specifically throughout the culture period if ICRF-193, a topo II-specific inhibitor, was added daily.

### Unique identity of topo IIβ-induced genes

We first categorized the genes expressed in differentiating cerebellar neurons by analyzing the expression array data on the basis of combination of two factors: induction rate during differentiation and susceptibility to ICRF-193. 

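Granule cells, the small excitatory neurons of the cerebellum, were cultured from 8-day-old rats. From a change late in day 1 the medium held 10 µM cytosine arabinoside, which suppresses the growth of glia. RNA was taken after 1 day (D1), after 5 days (D5), and after 5 days with 10 µM ICRF-193 (D5+), which blocks topo II in its closed form. Each RNA was hybridized to 1 Affymetrix array, so no difference between conditions has a replicate check, no p-value was computed across genes, and the number of arrays limits the precision. The authors' deposited values are linear MAS5 signals for 31042 probe sets other than controls. Median signals were 32.9 on D1, 29.2 on D5 and 28.0 on D5+. The methods describe a normalization by the 50th percentile, which would make these medians equal over the same probe sets, so the step is not visible in the values, and they were used as deposited. Detection calls were not used here. A probe set was counted as absent on an array where its signal lay under the 40th percentile of that array, which was 19.2 on D1, 16.7 on D5 and 16.3 on D5+. The ratios D5/D1 (induction) and D5+/D5 (inhibition) were divided at 2 and 0.5, and probe sets absent on D1 and D5, or on D5 and D5+, went to group D. Genes were then grouped by the rule of the methods, from the 20826 probe sets with 1 gene symbol, which cover 14217 genes. Over the 10335 expressed genes the median log2 D5/D1 was -0.18 and the median log2 D5+/D5 was -0.13, and the values of gene lists are to be read against these shifts. For each list, its percentile among 10000 random lists of the same size and similar mean signal is given as a description of these arrays. Another pair of arrays, which the paper does not describe, compared D5 (Cy5) with D1 (Cy3) and D5 (Cy5) with D5+ (Cy3) as log ratios of 20500 probes, with 9653 named genes. Their normalization and log base are not given in the sources used here, so signs, ranks and log ratios of unstated base beside random lists from the same arrays are used, and folds only under both readings, log2 and natural log. The direction, Cy5 over Cy3, follows the labels and the sign of the correlation with the Affymetrix ratios. Across 6787 genes, which are not independent replicates, Pearson's r between platforms was 0.60 for D5/D1 and 0.49 for D5/D5+. Nothing in the sources says whether both platforms used RNA from the same cultures.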

The inhibitor not only inhibits the activity but also depletes the enzyme by selective degradation [20], practically knocking it down at the protein level (Figure 1A). The array data were plotted as a scattered graph of fold-induction versus fold-inhibition and the corresponding genes were classified into 9 groups (Figure 1B). 

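Of 22 expressed markers of granule cell precursors and immature neurons, 13 were in C2 and 2 in C3. The gene Igfbpl1 had signals of 1223 on D1, 18.2 on D5 and 29.2 on D5+. Sox11, a transcription factor of newborn neurons, had signals of 612.5 on D1, 30.3 on D5 and 174 on D5+, and Dcx, a microtubule protein of migrating neurons, had 2169.7 on D1, 322 on D5 and 677 on D5+. Of 42 expressed cell cycle genes, 19 were in C1, lower at D5 and lower again with ICRF-193, and 13 in C2: the proliferation marker Mki67 had signals of 281 on D1, 73.3 on D5 and 17.7 on D5+, and the cyclin Ccna2 had 159.7 on D1, 64.4 on D5 and 11.5 on D5+. Genes past 2-fold higher with ICRF-193 included the kinase Map2k6 (108 on D1, 54.9 on D5 and 315 on D5+) and Gfra2, a receptor of the GDNF family (39.7 on D1, 32.7 on D5 and 141 on D5+). By groups, 731 genes were in C2 (lower at D5, not susceptible), 274 in B1 (even between D1 and D5, lower with ICRF-193), 118 in C3, 60 in B3, 59 in C1 and 18 in A3, and 454 had probe sets in different groups (Mix). On the undescribed arrays the D5/D5+ ratio was above 0 for 138 of 188 B1 genes (73.4%, against 44.7 to 58.5% in the central 95% of random lists), and of 42 C1 genes measured there the D5/D1 ratio was below 0 for 38 and the D5/D5+ ratio above 0 for 37. Of the genes past 2-fold between D1 and D5, 54.6% were higher at D5 (1093 higher and 908 lower). This share of genes was 66.5 to 68.4% under the other scalings of the arrays. The grouping rule favours genes higher at D5, since any A1 or A2 probe set decides the group of a gene. Other conflicting probe sets put a gene in Mix. Among expressed probe sets as deposited, fewer were past 2-fold higher at D5 (1830) than past 2-fold lower (2063). Of the genes past 2-fold with ICRF-193, 76.1% were lower as deposited (624 lower and 196 higher). Under the other scalings 60.8 to 71.8% of such genes were lower.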

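Genes with steady signals, such as Matr3, an RNA-binding protein of the nuclear matrix (2408 on D1, 2063 on D5 and 2003 on D5+), formed the largest class. Of 14217 genes, 7546 were in B2 (53.1%, 95% exact binomial interval 52.3 to 53.9%) and 3882 in D (27.3%, 26.6 to 28.0%). Induced genes were fewer, with 784 in A2 (5.51%, 5.14 to 5.90%) and 291 in A1 (2.05%, 1.82 to 2.29%). Together these 4 groups held 12503 genes (87.9%, 87.4 to 88.5%). The median A1 gene had signals of 27.8 on D1, 110.6 on D5 and 36.8 on D5+. The median A2 gene had 35.3, 102.6 and 92.0 in the same order, the median B2 gene 142, 126 and 118, and the median D gene 6.3, 4.9 and 4.8. At the level of probe sets, 515 of 31042 were in A1, 1283 in A2, 14484 in B2 and 11850 in D. The intervals cover the counting of genes only. The shares follow the floor: with the floor at the 20th percentile of each array A1 held 4.28% and D 11.8% of genes, and at the 60th percentile A1 held 1.35% and D 44.7%.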

Groups A1, A2, B2, and unexpressed genes (group D) comprised about 90% of analyzed genes (Figure 1C and Figure S5A). The group A1 that makes up only 2.6% is the primary target of the present study since these genes are up-regulated depending on topo IIβ. 

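Channels, a kinase subunit, receptors and adhesion proteins stood among the genes that were higher at D5 than both on D1 and with ICRF-193. Robo2, a receptor of axon guidance, had signals of 664 on D1, 1423.5 on D5 and 54.8 on D5+, and Nrxn3, a presynaptic adhesion protein, had 328.5 on D1, 809.8 on D5 and 34.4 on D5+. Itpr1, the calcium release channel of the endoplasmic reticulum, had signals of 201 on D1, 1436 on D5 and 489.9 on D5+. The potassium channel Kcnd2 had 544 on D1, 1559 on D5 and 227 on D5+, the kinase subunit Camk2d had 1169.9 on D1, 2857 on D5 and 825 on D5+, and the phosphodiesterase Pde4b had 172 on D1, 839.8 on D5 and 179 on D5+. The small GTPase Rrad had 29.5 on D1, 594 on D5 and 38.5 on D5+. Tnnc2, the troponin C of fast skeletal muscle, had 6.9 on D1, 519 on D5 and 2.1 on D5+. Its D1 and D5+ signals lie under the floor, as do those of Actn2 and Tcap, so no fold is given for these genes. Cox6a2, the heart and muscle form of a cytochrome oxidase subunit, was also in A1. Which cells gave the signals of such genes was not tested. Of the 291 A1 genes, 245 were in A1 by the probe set with the highest mean signal, and of 109 with at least 2 expressed probe sets, 42 had all of them in A1. The astrocyte markers Agt, Mlc1, Ntsr2 and Aqp4 are A1 genes, Aqp4 only by a less bright probe set, and 14 expressed astrocyte markers had a median log2 D5+/D5 of -1.64. Of 205 A1 genes with a 2-colour value, D5/D1 was above 0 for 180 (87.8%), D5/D5+ for 169 (82.4%) and both for 158 (77.1%, against 27.8 to 40.5% in the central 95% of random lists, of which the highest had 47.8%). Both ratios were past 2-fold for 32 (15.6%) if the values are log2 and for 58 (28.3%) if they are natural logs. The D5 array enters both Affymetrix ratios, so its noise alone puts probe sets into A1. In 100 simulated sets of unchanged arrays, with the noise found between probe sets of one gene, A1 held 444 probe sets on average (395 to 489) against 515 observed, with 399 against 184 observed at D5 signals under 50 and 0 against 146 observed at 200 or more. At D5 signals under 50 unchanged arrays thus gave more A1 calls than were observed. The simulated noise is too large there, so the simulated total is no estimate of the A1 calls that noise gave here. Variation of the culture or RNA, which all probe sets of a gene share, cancels in this noise and was not simulated. The correlation of log2 D5/D1 with log2 D5/D5+ over expressed probe sets was 0.42 against 0.67 simulated, and the covariance was 0.27 against 0.20. Of 19192 expressed probe sets, 1830 were past 2-fold higher at D5 and 1290 past 2-fold lower with ICRF-193, which as independent calls with no shared array would put 0.641% of them into A1, against 2.68% observed; part of the excess may come from the shared D5 array. C3, the mirror group of A1, which the shared array favours in the same way, had 1.66% observed against 0.277%, while A3 (0.167% against 0.245%) and C1 (0.537% against 0.723%) lay below. The paper divides the genes by induction and by susceptibility to ICRF-193 and states that A1 genes are up-regulated depending on topo IIβ. Beside the arrays it reports RT-qPCR of representative genes. It also reports that topo IIβ siRNA, with the inhibitor used early in the culture, reduced the induction of A1 genes.

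**Figure D1:**
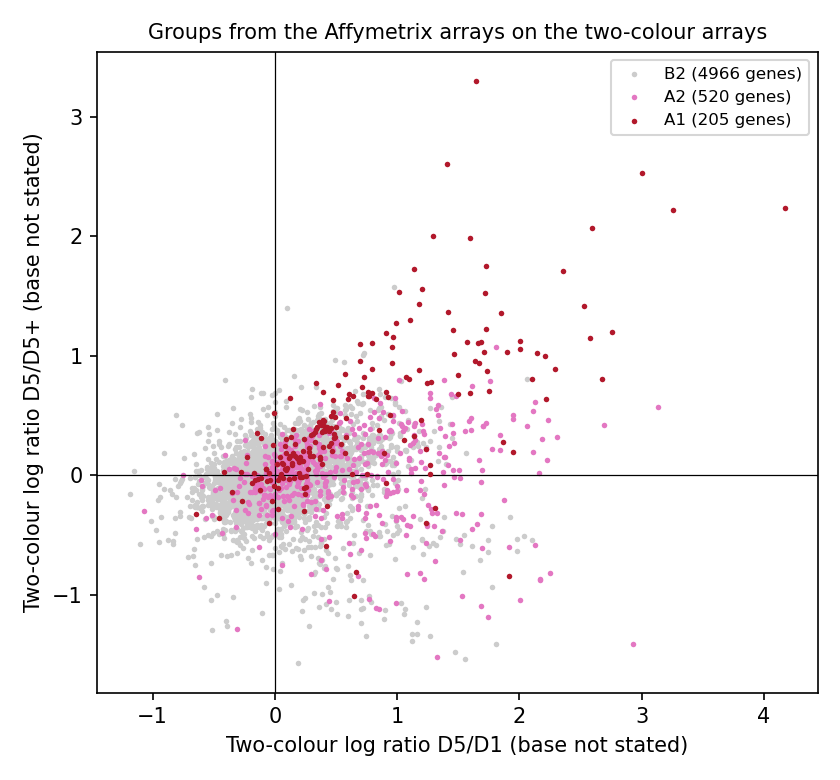
Log ratios on the 2-colour arrays, D5/D1 on the x axis and D5/D5+ on the y axis (log base not stated), of genes in B2 (grey, 4966 genes), A2 (pink, 520 genes) and A1 (red, 205 genes) by the Affymetrix arrays. Each point is 1 gene, and 158 of the A1 genes lie above 0 on both axes.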

A2 genes are also up-regulated but are not susceptible to the topo II inhibitor. 

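Some genes of synaptic output and of the mature granule cell were in A2, with higher signals on D5 and on D5+ than on D1. Gabra6, the GABA-A receptor subunit that marks mature granule cells, had signals of 84.5 on D1, 963 on D5 and 686 on D5+, and Grm4, a presynaptic glutamate receptor, had 14.7 on D1, 186 on D5 and 194 on D5+. Slc17a7, the vesicular glutamate transporter, had 291 on D1, 1369 on D5 and 774 on D5+, and Dnm1, the dynamin of synaptic vesicle uptake, had 104 on D1, 821 on D5 and 531 on D5+. The sodium channel Scn2a had 34.8 on D1, 235 on D5 and 156.5 on D5+. The D1 signal of Grm4 lies under the floor. The A2 genes with the highest D5/D1, such as Faim2, Kcnj9 and Pnck, have D1 signals of 0.5, 1.0 and 1.3, far under the floor, and no fold is given for them. Over the A2 genes the median log2 D5/D1 was 1.47. Their median log2 D5+/D5 was -0.29, with the middle of the distribution between -0.61 (lower quartile) and 0.13 (upper quartile), where A1 genes had -1.44. Of 520 A2 genes with a 2-colour value, D5/D1 was above 0 for 425 (81.7%, against 48.1 to 56.2% in the central 95% of random lists). For D5/D5+, 283 of the 520 were above 0 (54.4%, the 87th percentile of random lists).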

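Top2b, the gene of topo IIβ itself, had signals of 1388 on D1, 900.5 on D5 and 934 on D5+. The nucleolar protein Ncl had 1225 on D1, 829.5 on D5 and 857 on D5+, and Cat, the catalase that breaks down hydrogen peroxide, had 618 on D1, 394 on D5 and 357 on D5+. Most B2 genes lay close to the overall shift between the arrays, with a median log2 D5/D1 of -0.19 and a median log2 D5+/D5 of -0.12. On the 2-colour arrays, 4849 of 4966 B2 genes (97.6%) were past 2-fold in neither ratio if the values are log2, against 93.1 to 93.8% in the central 95% of random lists. If they are natural logs, 4633 genes (93.3%) were past 2-fold in neither, against 86.2 to 87.2%.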

B2 genes, the largest group, are expressed constitutively and independently of topo IIβ. The array results were confirmed by reverse transcription-quantitative PCR (RT-qPCR) experiments for representative genes from each group (Data S1; Figure S1). Knocking down topo IIβ by RNA interference, instead of ICRF-193, was not suitable for our experimental strategy since some A1 genes got already induced before topo IIβ level was significantly reduced. However, auxiliary use of the inhibitor at the initial step of the culture demonstrated that topo IIβ siRNA is also effective to inhibit the A1 gene induction (Figure S2).

**Figure 1:**
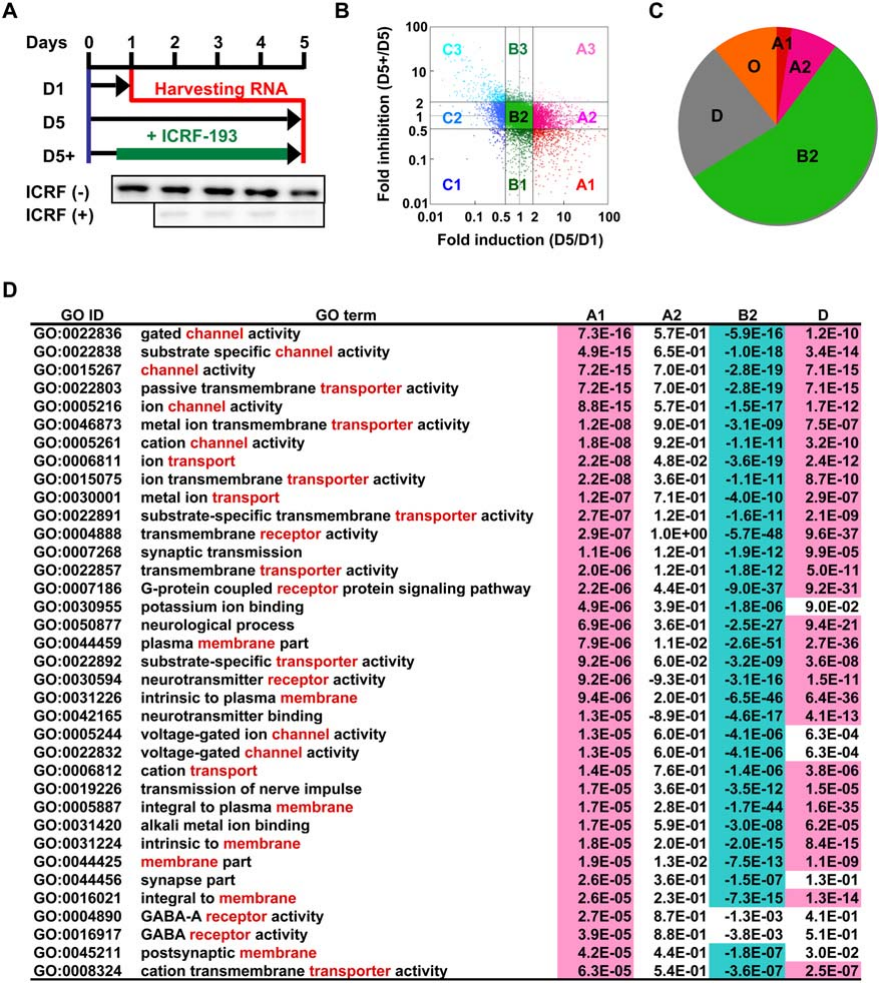
Topo IIβ is required for the induction of selective genes in differentiating cerebellar granule cells. (A) The protocol outline for the analysis of gene expression in rat granule cells in culture. When a specific inhibitor ICRF-193 is added, topo IIβ is degraded rapidly as shown below by immunoblotting. RNA samples were prepared at the time points indicated and subjected to microarray analysis. D1, day 1; D5, day 5; D5+, day 5 in the presence of inhibitor. (B) Grouping of array signals by a scatter graph of induction versus inhibition. Logarithm of signal intensity ratios, (D5)/(D1) vs. (D5+)/(D5), were plotted. Data points separated by 2-fold and 0.5-fold lines are grouped as labeled. (C) A pie graph representation for the rate of genes in each expression group. “D” is unexpressed genes. Other groups of minor population are put together into “O”. (D) Functional characterization of the expression groups by gene ontology (GO) analysis. The result shown here is sorted by *P*-values for A1 group in the decreasing order of statistical significance. Words frequently appear in the term description are shown in red. Overrepresented (*P*<10^−4^) and underrepresented (*−P*<10^−4^) terms are highlighted.

To see whether these expression groups reflect some functional characteristics, the gene ontology (GO) database was used to find over- or under-represented terms in each group (Figure 1D). 

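Receptor subunits for GABA stood out among the ion channels. Of 16 GABA-A receptor subunits 9 were expressed, and 5 of these were in A1. Gabra5 had signals of 12.9 on D1, 217 on D5 and 20.1 on D5+, and Gabrb1 had 25.6 on D1, 401 on D5 and 63.9 on D5+. Gabrd, a subunit of extrasynaptic receptors, had 15.9 on D1, 452.5 on D5 and 148 on D5+, and Gabrb2 had 137 on D1, 802 on D5 and 376 on D5+. The D1 signals of Gabra5 and Gabrd lie under the floor, as does that of Scn1a below. Another probe set of Gabrd was in B1 (13.8 on D1, 18.3 on D5 and 8.9 on D5+). Potassium channels had 11 A1 and 11 A2 genes of 39 expressed, including Kcnip4 in A1 (37.3 on D1, 322 on D5 and 57.3 on D5+), an auxiliary subunit of A-type channels. Sodium and calcium channels had 6 A1 and 3 A2 genes of 21 expressed (Scn1a, in A1, 18.0 on D1, 79.1 on D5 and 38.5 on D5+). Ionotropic glutamate receptors had 2 A1, 2 A2 and 3 B1 genes of 12 expressed, the kainate receptor Grik1 being in A1 (30.7 on D1, 101 on D5 and 45.1 on D5+) and the AMPA receptor Gria4 in B1 (193 on D1, 149 on D5 and 29.1 on D5+). Over all 107 expressed ion channels, 26 were in A1, where the central 95% of random lists had 1 to 9, and 18 were in A2, where they had 5 to 17 (percentile 98.9). Their median log2 D5/D1 was 0.53 (-0.31 to 0.022 in random lists) and their median log2 D5+/D5 was -0.49 (-0.24 to -0.034). B2 held 37 of all 213 ion channels (17.4%). Of 75 expressed G protein-coupled receptors 9 were in A1 (random lists 0 to 7) and 9 in A2 (3 to 13), with Gpr176 in A1 (55.1 on D1, 427 on D5 and 138 on D5+). Solute carriers had 6 A1 genes of 189 expressed (random lists 2 to 11) and 27 A2 genes (9 to 23), among them the potassium chloride cotransporter Slc12a5 (25.0 on D1, 201 on D5 and 184 on D5+). Genes of cell adhesion and axon guidance had 12 A1 genes of 86 expressed (random lists 1 to 7), with Opcml (40.4 on D1, 462 on D5 and 26.5 on D5+) and Cdh13 (101 on D1, 543 on D5 and 63.5 on D5+) among them, while the medians of this list lay within random lists on both platforms (66th and 6th percentiles for D5/D1 and D5+/D5, and 38th and 33rd for the 2-colour D5/D1 and D5/D5+). With the floor value of each array added to every signal before the ratios, 15 ion channels were in A1. By the 2-colour ratios alone 5 (log2) or 10 (natural log) were, of 179 on those arrays. These 179 were counted whether expressed or not, and 89 of them are expressed here.

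**Figure D2:**
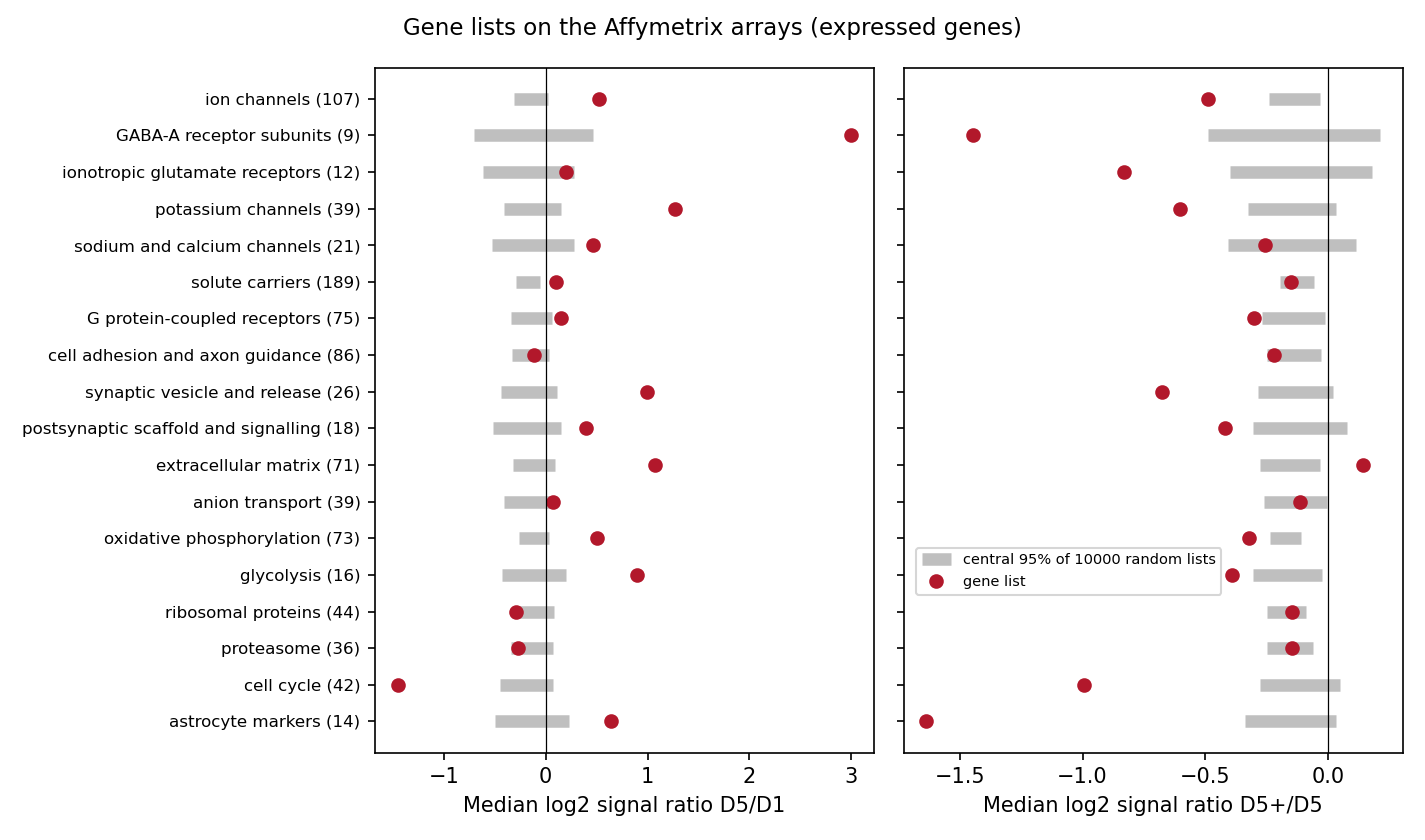
Median log2 signal ratio D5/D1 (left) and D5+/D5 (right) of the expressed genes of gene lists (red points, with the number of expressed genes in brackets) on the Affymetrix arrays. Grey bars are the central 95% of 10000 random lists of the same size and similar mean signal. GABA-A receptor subunits lie at 3.00 and -1.45; the D5+/D5 medians of solute carriers, anion transport, ribosomal proteins and proteasome, and the D5/D1 median of cell adhesion and axon guidance, change sign under other scalings.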

GO terms related to neuronal function (channel, transporter, receptor activities) were clearly over-represented in A1 genes whereas the same terms were not enriched in A2 and were under-represented in B2 genes. Characteristic GO terms in A2 genes were extracellular matrix and anion transport (Table S5). Thus, A1 and A2 are functionally distinct gene groups although their expression levels both increase during differentiation. 

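Collagens and other matrix genes as a list were higher at D5 than at D1 and not lower with ICRF-193. Of 71 expressed genes of the extracellular matrix, 33 were in A2, where the central 95% of random lists had 3 to 12, 5 were in A1 (random lists 0 to 7) and 21 in B2. Col8a1 had signals of 27.7 on D1, 311 on D5 and 453 on D5+, and Col14a1 had 7.1 on D1, 129 on D5 and 195 on D5+. The D1 signal of Col14a1 lies under the floor, as does that of Fmod below. The fibrillar collagens Col1a1 (43.6 on D1, 307 on D5 and 982 on D5+) and Col3a1 (128 on D1, 841 on D5 and 2212 on D5+) were in A3, higher still with ICRF-193, and Fmod, a collagen-binding proteoglycan, was in A1 (16.8 on D1, 186 on D5 and 28.4 on D5+), although its 2-colour D5/D1 ratio was below 0. The median log2 D5/D1 of the list was 1.07 (-0.32 to 0.09 in random lists) and the median log2 D5+/D5 was 0.14 (-0.28 to -0.034). On the 2-colour arrays the list lay at percentile 99.97 of random lists for D5/D1 and at percentile 0.02 for D5/D5+ over 43 genes. Markers of endothelial, mural and meningeal cells, which include some of these collagens, had a median log2 D5/D1 of 0.82 and a median log2 D5+/D5 of 0.68 over 17 genes, and their 2-colour D5/D5+ median lay below all random lists. Anion transport had 4 A2 genes of 39 expressed (random lists 0 to 6), among them the bicarbonate transporter Slc4a10 (60.2 on D1, 295 on D5 and 296 on D5+), and 4 A1 genes (random lists 0 to 3), among them the calcium-activated channel family member Ano3 (39.5 on D1, 279.7 on D5 and 128 on D5+). With the array floors added to every signal 15 matrix genes were in A2. By the 2-colour ratios alone 4 (log2) or 6 (natural log) were, of 52 on those arrays, counted whether expressed or not.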

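Genes of synapses were found in A1, in A2 and in other groups. Of 26 expressed genes of synaptic vesicles and release, 11 were in A2 (random lists 0 to 4), 2 in A1 (0 to 2) and 5 in B2. Vamp2, the vesicle SNARE, was in A2 (177 on D1, 525 on D5 and 279 on D5+), as was the vesicle protein Syp (301 on D1, 631 on D5 and 360.2 on D5+), while the vesicle protein Synpr (425 on D1, 908 on D5 and 261 on D5+) and Cplx1, a complexin that binds the SNARE complex (534 on D1, 2005 on D5 and 930.3 on D5+), were in A1. Of 18 expressed genes of postsynaptic scaffolds and signalling, 10 were in B2, 3 in A2 (0 to 4) and 2 in A1 (0 to 2); the scaffold protein Dlg4 was in A2 (137 on D1, 302 on D5 and 213 on D5+) and Dlgap1, which binds it, in A1 (119.5 on D1, 693 on D5 and 141 on D5+). All 12 genes of the list for mature granule cells were expressed and higher at D5 than at D1, 7 of them in A2 and 4 in A1, with Kcnk9, a leak potassium channel, in A1 (27.6 on D1, 113.5 on D5 and 56.1 on D5+). The median log2 D5+/D5 was -0.68 for synaptic vesicles and release (-0.29 to 0.02 in random lists), -0.42 for postsynaptic scaffolds and signalling (-0.31 to 0.076), and -0.30 for mature granule cells (-0.34 to 0.057). On the 2-colour arrays the D5/D5+ medians lay at the 100th, 15th and 59th percentiles of random lists in the same order. Over whole groups the median log2 D5/D1 of A1 genes was 1.77.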

As expected, the GO analysis showed that B2 genes are mostly housekeeping genes. 

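Genes of protein synthesis, protein breakdown and respiration were nearly all in B2. Of 48 ribosomal protein genes 43 were in B2 (89.6%), and of 36 proteasome genes 34 (94.4%), with the subunit Psma6 at 2275 on D1, 1381 on D5 and 1267 on D5+. Rpl22 had signals of 2951 on D1, 1948 on D5 and 1546 on D5+. Of 76 genes of oxidative phosphorylation 69 were in B2 (90.8%), although as a list they were higher at D5 than at D1, with a median log2 D5/D1 of 0.51 (-0.26 to 0.031 in random lists); Uqcr11, a subunit of complex III, had 820.2 on D1, 1633 on D5 and 1260.5 on D5+. Cox6a2, the heart and muscle form of a cytochrome oxidase subunit, was in A1 (27.1 on D1, 247.5 on D5 and 23.4 on D5+). Of 17 genes of glycolysis 10 were in B2 (58.8%) and 5 in A2, including the neuronal enolase Eno2 (181 on D1, 855.5 on D5 and 936 on D5+) and the phosphofructokinase Pfkp (593 on D1, 1718.5 on D5 and 1179.7 on D5+). The median log2 D5/D1 of ribosomal proteins was -0.29 (-0.31 to 0.082 in random lists) and that of the proteasome -0.27 (-0.34 to 0.073). Of 44 expressed ribosomal protein genes 0 were higher at D5. On the 2-colour arrays the D5/D1 median of ribosomal proteins was -0.065, below random lists (-0.039 to 0.30), while that of the proteasome lay within them. Median log2 D5+/D5 of both lists was -0.15 and changed sign, to 0.031, under another scaling. That of oxidative phosphorylation was -0.32 (-0.24 to -0.11 in random lists) and that of glycolysis -0.39 (-0.31 to -0.024), and on the 2-colour arrays the D5/D5+ medians of these lists lay at percentiles 100 and 99.8 of random lists.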

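All 28 olfactory and vomeronasal receptors with a gene symbol on the array were in D. Of 176 G protein-coupled receptors, 101 were in D (57.4%), where the central 95% of random lists drawn from all genes had 37 to 60. Of 213 ion channels, 106 were in D (49.8%, random lists 46 to 71), and of 75 potassium channels 36 (48.0%, 13 to 28). Solute carriers had 105 of 294 in D (35.7%, 66 to 95), and anion transport had 24 of 63 (38.1%, 10 to 24). By contrast, 3 of 76 genes of oxidative phosphorylation were in D (14 to 28), and none of 36 proteasome genes (5 to 15). Low signals are measured with less precision, and a gene in D has no group of induction or inhibition.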

Interestingly, unexpressed genes (group D) shared considerable GO terms with A1 genes, suggesting that this gene group might behave like A1 in other neural tissues or in other developmental stages.

### Genomic environment of A1 genes

We next explored how A1 genes are physically different from the other gene groups. When locating A1 genes on genome browser displays, we noticed that they frequently reside close to large gene-poor regions that are mostly AT-rich. For this type of analysis, we first constructed a rat genome compilation (exRefSeq) by combining the data from rat, mouse, and human RefSeq genes (Figure S3). The rat genome was then divided into genic and intergenic regions and they were further classified into four classes each by length and GC content (Figure S4). In the present report, the word “genic” stands for transcribed regions of protein-coding genes. The intergenic region named LAIR (long AT-rich intergenic region) has a large genomic coverage (50% of intergenic and 35% of total genome). About 11% of rat genes were juxtaposed to LAIR (designated LAIR proximal). GC contents of LAIR-proximal genes were clearly biased towards AT-rich side in base composition as compared with genes that are not juxtaposed to LAIR (LAIR distal) (Figure 2A). When compared with other classified gene groups, a higher proportion of A1 genes (24%) were LAIR proximal with statistical significance (Figure S5B). Furthermore, the LAIR-proximal A1 gene contained a distinct population of large genes (>74 kb) as shown in Figure 2B. No such subpopulation was present in other gene groups as well as in LAIR-distal genes (not shown).

**Figure 2:**
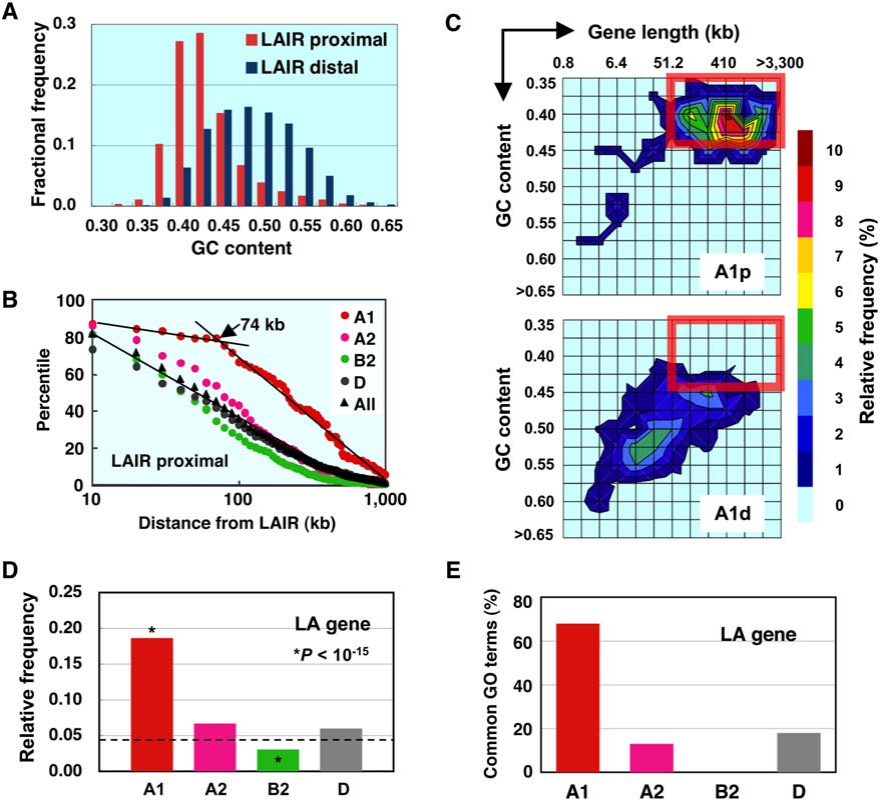
A1 genes occupy a unique position in the genome. (A) Genes juxtaposed to LAIR (LAIR proximal) are more AT-rich than the rest of the genes (LAIR distal). The difference in overall GC contents between the two groups is highly significant (*P*<10^−15^). (B) A considerable proportion of LAIR-proximal A1 genes have a long transcribed region. Percentiles of the LAIR-proximal genes are plotted against the logarithm of distance from the margin of LAIR. (C) Contour maps of frequency distribution for LAIR-proximal (A1p) and LAIR-distal (A1d) A1 genes as a function of logarithmic gene length and GC content. Relative frequency levels are reflected in thermal display. The boxed area represents “long and AT-rich”. (D) Relative frequency of LA genes in various expression groups. The occurrence rate of LA gene in all gene groups (broken line) was used as a reference for chi-squire test. (E) Percentages of GO terms shared between LA gene and various expression groups. Only significant GO terms (*P*<10^−4^) overlapping with those of LA genes were counted.

Therefore, typical A1 genes can be characterized by three properties: LAIR-proximal, long, and AT-rich. The category of genes with all these characters will be referred to as “LA genes” hereafter. We adopt the average gene length (51 kb) and overall GC content (0.44) to define the thresholds (Figure S4). A two dimensional representation of these variables showed that about 80% of LAIR-proximal but only 10% of LAIR-distal A1 genes are long and AT-rich (Figure 2C). The proportion of LA gene in total A1 genes was significantly higher than that of other gene groups (Figure 2D). The strong link between A1 and LA genes was further demonstrated by the gene ontology analysis (Figure 2E). A higher proportion of A1 genes (68%) shared statistically significant GO terms with LA gene as compared to other gene groups (see also Figure S6).

Based on these results, it should be possible to predict LAIR-proximal A1 genes without knowing their actual response to topo II inhibitors. To test this, from the genes without any assigned array probes (group N), we selected five LA genes that are up-regulated during the cerebellar differentiation and sharing similar GO terms with A1 genes. Expression profiles analyzed by RT-qPCR showed that 4 out of 5 candidate genes indeed behave like A1 genes (Figure S7), corroborating the hypothesis that topo IIβ requirement for transcriptional induction of a gene is closely related to its genomic environment.

### Mapping of topo IIβ action sites

As a next step, we intended to locate direct action sites of topo IIβ on DNA, not just binding sites. This can be done by using etoposide, a topoisomerase poison, which stabilizes the reaction intermediate to cross-link the enzyme to DNA at the site of action. The enzyme-DNA complex was recovered by immunoprecipitation with specific antibody. We name this technique eTIP for etoposide-mediated topoisomerase immunoprecipitation (shown schematically in Figure 3A). Treatment of the topo II-DNA complex with strong denaturants like SDS generates a double strand DNA break with denatured enzyme covalently attached to 5′-ends. In the present study, however, we applied milder conditions with a combination of detergent (Sarkosyl) and high salt (CsCl) to preserve the topo II dimer structure attached to a segment of DNA (G-segment) through a single strand break. An important consequence here was that the other segment (T-segment) is also trapped noncovalently and released later by high-salt treatment when it is not contiguous to the cleaved strand (Figure 3A, Step 5).

**Figure 3:**
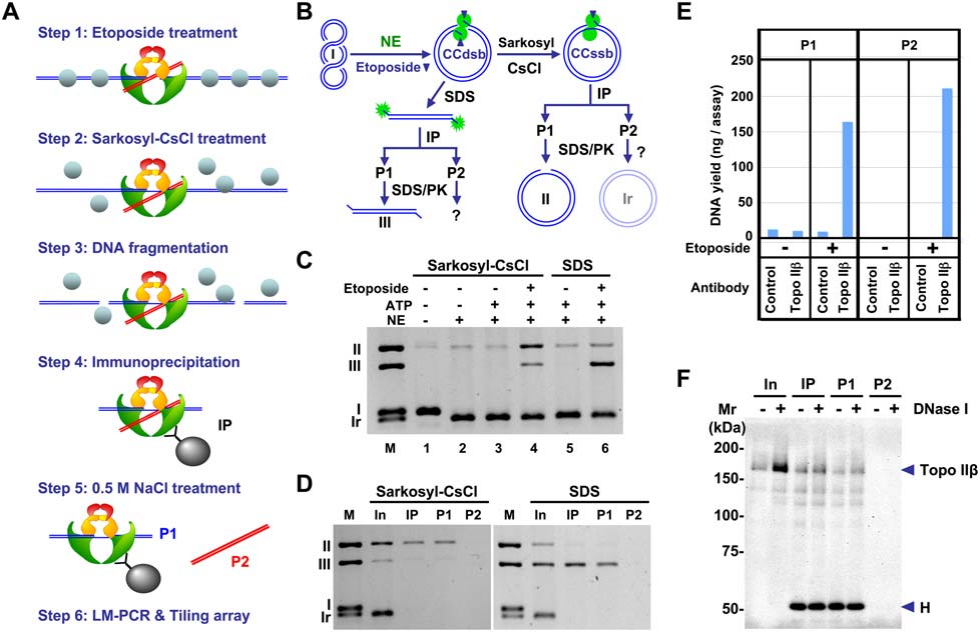
The two segments of DNA interacting with topo IIβ in action can be separated by e-TIP. (A) Schematic representation of the eTIP/tiling array procedure. Type II topoisomerase cleaves a DNA duplex (G-segment, blue) to make a gate for another duplex (T-segment, red) to be transferred through. In the eTIP procedure, both DNA segments are separated together from other DNA fragments in the immunoprecipitation step (Step 4) and separated later into P1 and P2 DNA fractions that are enriched in G-segment and T-segment, respectively (Step 5). Chromatin proteins (depicted as spheres) are largely dissociated from DNA in Step 2. (B) Schematic representation of an eTIP model reaction *in vitro*. Plasmid pUC18 was incubated with rat brain nuclear extract containing topo IIβ, in the presence of etoposide. The reaction was stopped by SDS or Sarkosyl-CsCl and the DNA cross-linked to the enzyme was fractionated by immunoprecipitation under eTIP conditions. NE, nuclear extract; CC_dsb_, cleavable complex with double strand break; CC_ssb_, cleavable complex with single strand break; IP, immunoprecipitation; P1/P2, IP fractions; SDS/PK, Proteinase K treatment in presence of SDS; I, supercoiled DNA; II, nicked circles; Ir, relaxed circles; III, linear DNA. (C) Topo II reactions with or without components indicated were terminated by Sarkosyl-CsCl or SDS. Samples were treated with SDS/PK and separated in 1% agarose gel electrophoresis with 0.5 µg/ml ethidium bromide. (D) After the topo II reaction with etoposide (lane 4 and 6 in Figure 3C), products were fractionated under eTIP conditions and purified DNA was analyzed by agarose gel electrophoresis. M, DNA markers; In, input for immunoprecipitation, IP, immunoprecipitate; P1/P2, IP fractions. (E) The eTIP DNA fractions P1 and P2 were obtained from granule neurons at day 2 under the conditions indicated. The DNA yield shown here is from one plate of culture (∼2.5×10^7^ cells). (F) Detection of topo IIβ in eTIP fractions. Cultured granule neurons treated with etoposide were subjected to eTIP analysis as described. IP samples, with or without DNase I digestion, were directly applied to 6.5% SDS-PAGE and analyzed by immunoblotting with anti-topo IIβ IgG. H, heavy chain of IgG.

We confirmed the legitimacy of eTIP procedure by using a model reaction with circular DNA substrate and nuclear extract as enzyme source (Figure 3B). It should be noted that in this system G- and T-segments are contiguous in one strand and no DNA will be released in P2 fraction but complete reversion of the intermediate after immunoprecipitation step would generate closed circles in P2. The nuclear extract contains topoisomerase I activity and supercoiled substrate was completely relaxed in the absence of ATP, whereas nuclease activity in the extract was negligible (Figure 3C, lane 2). When the reaction was stopped by Sarkosyl-CsCl under the conditions used for eTIP, open circular form II DNA was generated depending on etoposide (Figure 3C, lane 4) and immunoprecipitated by topo IIβ antibody (Figure 3D). Thus, form II DNA in P1 can be accounted for by the topo IIβ cleavable complex arrested at single strand breakage (CC_ssb_). No form II or form Ir relaxed DNA was detected in P2 fraction indicating that the enzyme-DNA complex is not dissociated from the beads and reversal of the cleavage does not take place in the stringent washing conditions (Figure 3D). As expected, form III DNA instead of form II DNA was detected in P1 fraction when SDS was used in place of Sarkosyl-CsCl to stop the reaction (Figure 3D).

To evaluate the specificity of eTIP, DNA yields in the eTIP fractions were compared in four conditions (Figure 3E). Cell lysates from granule cells with or without etoposide treatment were immunoprecipitated with either control mouse IgG or anti-topo IIβ monoclonal antibody. The DNA yields in both P1 and P2 fractions were dependent on etoposide treatment and antibody specificity, indicating that DNA in both fractions derived from the arrested intermediate of topo IIβ. To see whether topo IIβ is present in P2 fraction, nuclease-treated fractions were subjected to Western blotting (Figure 3F). Absence of topo IIβ protein in P2 fraction is consistent with the notion that substantial amount of DNA in P2 most likely originates from the T-segment trapped in the topo IIβ CC_ssb_, and not from salt-labile antibody-enzyme interactions.

For genome-wide mapping of topo IIβ action sites (termed toposites), the eTIP DNA fractions were prepared at the second day of granule cell differentiation. We chose this timing because mRNA expression is maximally induced by day 3 in many A1 genes (see Figure S1), indicating that the involvement of topo IIβ in gene induction starts before day 3. In addition, our previous study showed that topo IIβ is required only in the early period of culture [3]. DNA fragments purified from P1 and P2 fractions were hybridized to tiling arrays. In designing the array, we selected 7 genomic regions (about 79 Mb in total), each containing at least one A1 gene. A correlational analysis with statistically significant P1 signals from the array data suggested that P1 DNA is composed of two components (Figure 4A). Multi-factor clustering of P1 signals against P2 signals and local GC content clearly separated the toposites into 2 classes (Figure 4B). The scatter graph indicates that one of the classes, labeled c1, was detected only in P1 fraction whereas c2 was present in both P1 and P2 fractions. The frequency distribution also showed that the two factors used for the clustering are well discriminated in the resulting classes: the c1 site depleted from P2 is GC-rich and the c2 site enriched in both P1 and P2 is AT-rich (Figure 4C). These results were consistent with the preliminary observation obtained by shotgun cloning of eTIP DNA fractions (Figure S8).

**Figure 4:**
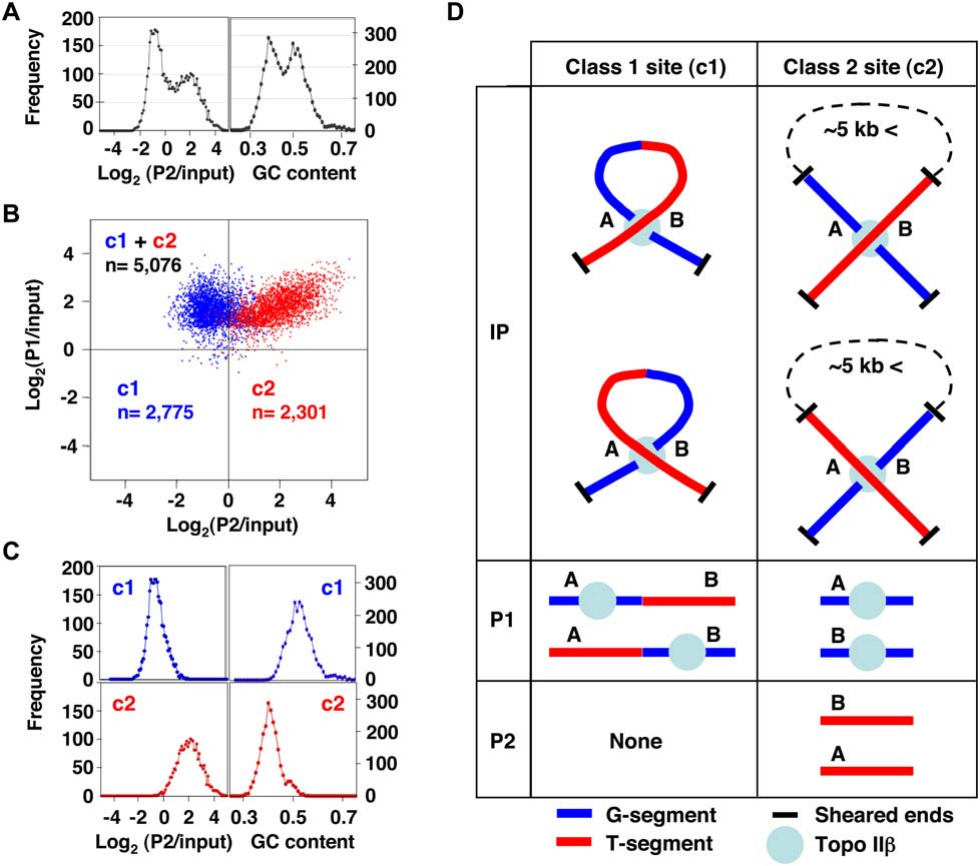
Mapping of topo IIβ action sites reveals two distinctive genomic targets. (A) Analysis of eTIP DNA fractions on tiling arrays showed a binary nature of the composition of P1 DNA as plotted against P2/input or local GC content around toposites (±250 bp from the probe centre). (B) A plot of significant P1 signals scattered along the P1 and P2 axes after clustering with P2/input and local GC content (Ward's method). Two classes of toposites (c1, c2) are distinguished and their numbers (n) are indicated. (C) Frequency distribution of classified toposites against P2/input or local GC content, demonstrating the successful classification of toposites by the clustering approach. (D) Diagram of the relationship among G/T-segments, P1/P2 IP fractions, and c1/c2 toposites. Unique genomic sites involved in the reaction with topo IIβ are labeled A and B.

To avoid possible confusions, the relationship among the terms used in the study is represented schematically in Figure 4D. Unique positions on the genome are labeled A or B, which can be either G-segment or T-segment (both cases are depicted). The c1 toposite shown on the left column does not generate free DNA in P2 fraction. This situation corresponds to the model experiment with plasmid DNA (Figure 3B). If the distance between A and B are larger than ∼5 kb, these sites are likely to reside on separate fragments since the average fragment size is less than 5 kb. In this case both genomic regions (A and B) are detected in both DNA fractions (P1 and P2) and the action site is classified as c2.

Positions of c1 and c2 toposites in all the analyzed chromosomal regions are illustrated in Figure S9. As expected, the pattern of global toposite distribution appeared to reflect the local GC content. Although less frequently, toposites were detected also in unexpressed genes (group D) and in genes whose expression is independent of topo IIβ. It is worth noting that *Ndst4*, an A1 gene predicted from the positional information (Figure S7), is located in the tiled region on chromosome 2. *Ndst4* and the adjacent LAIR are both enriched with c2 toposites.

### Topographical link between toposites and A1 genes

It is reasonable to assume a certain topographical relationship between genomic locations of toposites and the regulated genes, namely A1 genes. As a whole, less than one toposite was present in every 10 kb for both c1 and c2 sites (Figure 5A, B). These sites, however, were concentrated or depleted in particular genomic regions depending on their regional GC contents. As defined in Figure S4, genomic regions were classified into 8 classes. c1 sites are clearly enriched in GC-rich genic regions (Figure 5A). The c1 site enrichment in short GC-rich intergenic regions may reflect promoters within gene-dense genomic areas (Figure S9). For both genic and intergenic regions, c2 sites are largely depleted from GC-rich regions and concentrated in long AT-rich regions (Figure 5B). The tiled region contained 318 genes, of which 140 (44%) harbored more than one toposite per gene and 32 (10%) were LA genes. A large proportion of LA gene (81%) contained toposites as compared to non-LA genes (40%). When classified toposite densities in the genic region were compared, c1 sites were significantly enriched in non-LA genes, whereas c2 sites were concentrated in LA genes (Figure 5C).

**Figure 5:**
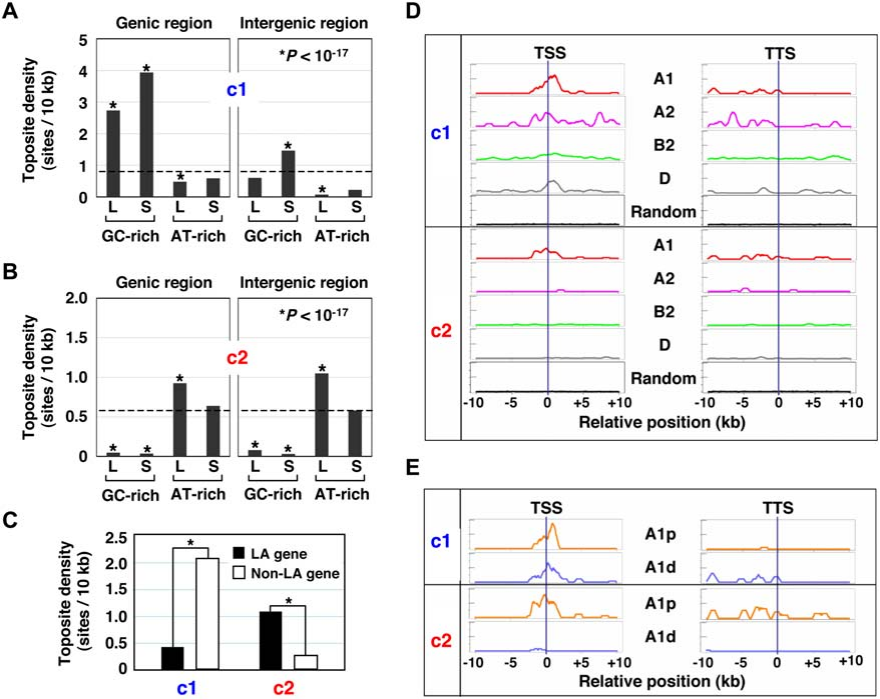
Patterns of toposite distribution corroborate the involvement of topo IIβ in the transcriptional regulation of A1 genes. Regional frequency of toposites expressed by number of sites per 10 kb (site density). Subgenomic regions are classified into 8 classes by their length and GC content (Figure S4). L, long; S, short. (A) Density distribution of c1 toposite. (B) Density distribution of c2 toposite. (C) Reciprocal distribution of the two classes of toposites in LA gene and the rest of the genes (non-LA gene). The difference between these gene groups is highly significant (*P<10^−79^). (D) Clustering of toposites around the border of transcription units. Toposite densities expressed as scan units are shown on the vertical axis (full scale = 2.0). The randomly generated toposite controls for each gene group are plotted together (overlaid) on the bottom. (E) LAIR-proximal A1 genes are characterized by the presence of c2 toposites around the boundaries of transcription units. A1p, LAIR-proximal A1; A1d, LAIR-distal A1.

To see whether toposites are clustered in a particular region with respect to genes, we finally analyzed the site distribution at the boundary of transcription units that were aligned either at the transcription start site (TSS) or at the termination site (TTS) (Figure 5D). A discrete peak of c1 site was detected around TSS in A1 and D groups, while A2 gene exhibited multiple c1 peaks around TSS and inside the gene. Distribution of c1 sites in the 3′ region of A1 and A2 genes was more irregular but appeared to be confined within the transcription unit. In contrast to c1 sites, c2 sites were basically restricted to A1 genes. When A1 genes were sorted into two groups, LAIR proximal (A1p) and LAIR distal (A1d), it is now clear that c2 sites are located exclusively around A1p genes (Figure 5E). All the LAIR-proximal A1 genes found in the tiled region were LA genes whose promoters were present inside the adjacent LAIR (Table 1). Thus, c2 sites are likely to be essential for the regulated expression of LA genes. Meanwhile, LAIR-distal A1 genes appear to be regulated by c1 sites.

**Table 1:** List of A1 genes located in the region analyzed by tiling array.

	Gene name	Chr	Length	GC	Long	AT-rich	LA gene	5′-LAIR
**LAIRp**	PKIA	2	75,379	0.377	1	1	1	1
	NDST3	2	168,066	0.416	1	1	1	1
	NDST4	2	337,446	0.381	1	1	1	1
	CAMK2D	2	269,505	0.414	1	1	1	1
	KCND2	4	507,449	0.382	1	1	1	1
	CNTN4	4	856,312	0.392	1	1	1	1
	PDE4B	5	468,195	0.407	1	1	1	1
	GABRB2	10	224,006	0.383	1	1	1	1
	SGCD	10	404,807	0.407	1	1	1	1
	CDH11	19	156,643	0.389	1	1	1	0
**LAIRd**	ANK2	2	321,155	0.424	1	0	0	0
	TSPAN33	4	23,520	0.478	0	0	0	0
	D330017J20RIK	4	52,406	0.449	1	0	0	0
	ITPR1	4	324,832	0.443	1	0	0	0
	CPNE9	4	23,676	0.474	0	0	0	0
	RAVER2	5	79,562	0.448	0	0	0	0
	SLC35D1	5	46,149	0.440	0	0	0	0
	DAB1	5	150,599	0.443	1	0	0	0
	ADAM19	10	92,490	0.469	0	0	0	0
	RRAD	19	3,241	0.536	0	0	0	0
	PDP2	19	5,688	0.472	0	0	0	0
	CAR7	19	9,393	0.509	0	0	0	0
	MT3	19	1,849	0.534	0	0	0	0

Binary discriminants designate: Long, gene length longer [1] or shorter [0] than 51 kb; AT-rich, GC content lower [1] or higher [0] than 0.44; LA gene, LA gene [1] or non-LA gene [0]; 5′-LAIR, LAIR is present [1] or absent [0] upstream.

## Discussion

Type II DNA topoisomerases catalyze the strand passage events between the two segments of DNA, termed G- and T-segments [21]. The G-segment contains the transient gap generated by the enzyme for the passage of T-segment. Under the conditions used in the eTIP procedure, the enzyme-DNA intermediate is converted mainly to a form with a single-strand breakage at the site of action, suggesting that the cleavage sites on G-segments are concentrated in the P1 DNA fraction (Figure 3A). The DNA yield experiments demonstrate the specificity of recovered DNA fragments in terms of etoposide treatment and binding to topo IIβ. The absence of DNA in the P2 fraction without etoposide treatment is a strong evidence for the assumption that P2 DNA is directly associated with the reaction intermediate of topo IIβ, not just with the enzyme. It also indicates that little nonspecific DNA is contaminating the P2 DNA fraction, implying that the stringency of washing conditions in Step 4 is sufficient. Thus, the DNA in P2 fraction is closely involved in the topoisomerase reaction and most likely representing the T-segments that are trapped between the subunits of the enzyme through noncovalent interactions. The successful retention (Step 2) and release (Step 5) of T-segments in the eTIP procedure may be accounted for by the difference in the chaotropic potential of the cations used in these steps: Cs^+^ and Na^+^, respectively.

The characteristic partitioning of DNA fragments into eTIP fractions (P1 and P2) provided an important clue to understanding the mechanism of topo IIβ action *in vivo*. A working hypothesis implied by the present study is summarized in Figure 6A. We suppose that 1) the enzyme can recruit any part of the genome as G- or T-segment. 2) The enzyme has little preference as to which segment should be G or T. 3) If G- and T-segments are on different DNA fragments, the eTIP procedure sorts these DNA segments into P1 and P2 fractions, respectively. When G- and T-segments are closely positioned on the genome, for instance less than 5 kb, both segments will be recovered in P1 and the site is classified as class 1 (c1). In this case, the most probable topological change caused by the reaction is the relaxation of superhelical turns that are built up locally [22]. This reaction may facilitate the initiation or elongation steps of transcription. In contrast, when these DNA segments are located distantly, they are inevitably separated into P1 and P2 fractions interchangeably and the site is classified as class 2 (c2). An essential prerequisite for this type of reaction is the formation of a DNA crossing, which is preferentially recognized by topo II [23]. Since the crossed DNA segments can either be G- or T-segment by chance, they are fractionated into both IP fractions, P1 and P2. These crossings should occur more frequently at the base of chromatin loops that are maintained by the interaction between MAR and the nuclear matrix. This is consistent with the fact that MAR is usually found in AT-rich region like c2 toposites. The strand passage at inter-loop c2 sites causes catenation or decatenation between the loops that are equivalent to topologically independent DNA circles. These topological changes may induce the decondensation of local chromatin structure [24], leading to the formation of active initiation complex for productive transcription.

**Figure 6:**
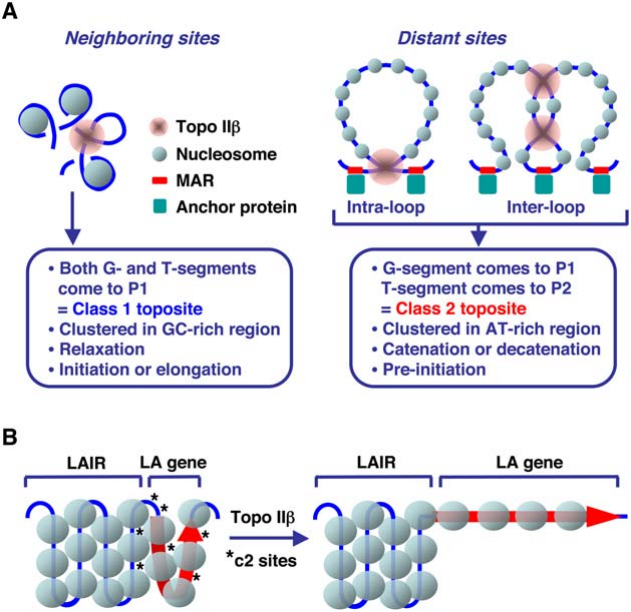
A model that explains the topographical relationship of *in vivo* toposites and target genes. (A) Possible link between the reaction mechanism of type II DNA topoisomerases and the generation of two classes of toposites. MAR stands for matrix attachment region. Nuclear matrix proteins interacting with MAR are designated by “anchor protein”. (B) Activation of LA genes by topo IIβ. Red arrow and asterisks designate LA gene and c2 toposites, respectively.

Transcriptional profiling of topo IIβ knockout mouse embryos showed that the enzyme regulates only a small fraction of genes (1–4%) in the late embryonic brain cells [7]. When the down-regulated genes in the knockout mice were compared to our results, a significant proportion of them were A1 genes or LA genes, being consistent with the idea that similar subsets of genes with similar genomic locations are controlled by topo IIβ in the late stages of neuronal development (Figure S10). Involvement of topo IIβ has also been reported in nuclear receptor-mediated regulation of inducible genes [5], [6]. In these cases, however, the enzyme mostly targets the promoter region of non-LA genes. We further noticed a striking parallelism between our findings and the widespread monoallelic expression of human autosomal genes [25]. Large fraction of monoallelically expressed genes encodes cell surface and membrane proteins. All the GO terms over-represented in these genes with high statistical confidence (Table S3 in the report) coincided with those terms for LA gene (Table S5). Re-analysis of their data indeed showed a high incidence of LA genes in the monoallelic expression group (Figure S11). Similarly, a large proportion of autism-related genes identified in the recent report [26] were LA genes (data not shown). Since LA genes contain many neuronal genes (Table S5), their monoallelic expression would predict a cellular mosaicism and may explain a phenotypic polymorphism of psychotic conditions or even personality variations in normal individuals. Apparent similarity between LAIR and gene deserts [27] or lamina-associated domains (LADs) [28] is also worth noting.

The c2 toposite identified in this study is unique in that it involves two segments of DNA from distant genomic locations (Figure 6A). According to the model, it is possible that the TSS region of LA gene is in contact with internal sites of the adjacent LAIR (Figure 6B). This type of interaction may repress the transcription of LA genes by condensing the chromatin structure of promoter region. This is consistent with the fact that promoters for 9 out of 10 LAIR-proximal A1 genes in the tiled region are on the LAIR side (Table 1). The same situation is noted in the promoters of LAD-associated genes that are positioned adjacent to LADs [28]. A long-distance physical contact between inactive genes and the gene–poor or inactive genomic regions has also been demonstrated for the inactive β-globin gene in mouse embryonic brain, but not the one actively transcribed in the liver, by a chromosome conformation capture technique (4C) [29]. We propose that LA genes are a distinct category of genes and topo IIβ plays a novel regulatory role by liberating them from the transcriptional repression exerted by juxtaposed LAIR. While the activation mechanism of lamina-associated genes is totally unknown, topo IIβ would be the first candidate for such factors that are actively involved in the gene activation process. In the present study we focused on c2 sites and LA genes but roles of c1 sites in the control of non-LA genes are less clear at present and should be addressed in future studies.

## Materials and Methods

### Animal handling

All experiments were carried out under the control of the Animal Research Control Committee in accordance with the Regulation for Animal Experiments of Okayama University Medical School. All efforts were made to minimize the number of animals used and their suffering.

### Primary culture

Cerebellar tissue was isolated from the Wistar rat 8 days after birth. Minced tissue was treated briefly with trypsin-EDTA and DNase I in PBS. Dispersed cells were plated at 2.5×10^7^ cells per 100 mm plastic dish pre-coated with poly-L-lysine. The cells were incubated at 37°C in DMEM containing 10% FCS, 25 mM KCl, and 60 µg/ml kanamycin sulfate. After 15–16 h, medium was replaced with fresh medium supplemented with 10 µM cytosine arabinoside to suppress the glial growth. The medium change was repeated at 24 h and at every 48 h afterwards. When it is required, expression of topo IIβ was inhibited specifically throughout the culture period by daily addition of 10 µM ICRF-193.

### Immunoblotting

Cells grown on culture dishes were lysed directly in SDS-PAGE sample buffer (50 mM Tris-HCl: pH 6.8, 2 mM EDTA, 2% SDS, 1% 2-mercaptoethanol, 8% glycerol, 0.025% bromophenol blue) and boiled for 5 min. To normalize the loading amounts, concentration of nucleic acids in sample was determined by a fluorometric procedure with Quant-iT RiboGreen RNA Assay Kit (Molecular Probes, Invitrogen). GENios multi-detection microplate reader (Tecan) was used for detection. Samples equivalent to 0.5–2.0 µg of nucleic acids were subjected to SDS-PAGE and then transferred to a PVDF membrane by electroblotting. The membrane was incubated with blocking buffer (5% skim milk, 0.1% Tween 20, 20 mM Tris-HCl: pH 7.6, 150 mM NaCl) for at least 2 h at room temperature. Immunodetection with first antibodies and horseradish peroxidase-conjugated second antibodies (listed in Table S4) was performed according to standard procedure. The peroxidase activity was detected by a chemiluminescence method using an ECL kit (GE Healthcare) and recorded on VersaDoc MP 5000 Imaging Systems (Bio-Rad).

### siRNA experiment

To knockdown topo IIβ in cultured granule cells, transfection of rat topo IIβ siRNA was carried out using an electroporation equipment, Nucleofector, and Rat Neuron Nucleofector Kit (Amaxa). The cDNA sequence of rat topo IIβ (GenBank Accession AB262979) was used to design siRNAs as siGenome SMARTpool siRNA (Dharmacon, GE Healthcare). The control siRNA was Negative Control siRNA (Qiagen). Freshly isolated cerebellar cells were resuspended in 100 µl of Nucleofector solution and mixed with 3 µg of siRNA (7.2×10^6^ cells per reaction). The cell suspension was transferred to the Nucleofector cuvette and the transfection sequence was started using program G-13. Immediately after transfection, 0.5 ml of pre-warmed culture medium was added to the cuvette. Cells were then transferred to a 6-well plate containing 1.5 ml of culture medium and incubated in a humidified incubator (37°C, 5% CO_2_). Three hours later, the medium was replaced with fresh medium. During the time before the RNAi effect becomes significant, topo IIβ was suppressed by 10 µM ICRF-193 between 16 h and 2.5 days, and then the medium was replaced with fresh medium without inhibitor. Our previous study suggested that the effect of ICRF-193 is fully reversible and after removing the inhibitor the normal gene induction sequence proceeds with delays [3]. Total RNA was isolated at the 5th day to assess the expression of selected genes by RT-qPCR.

### Reverse transcription-quantitative PCR (RT-qPCR)

Total RNA was isolated from the granule cells using the RNeasy Mini Kit (Qiagen) according to supplier's instructions. Three micrograms of total RNA was reverse-transcribed in 60-µl reactions as recommended by manufacturer, using 5 µM random hexamer primer, 0.5 mM deoxyribonucleoside triphosphates (dNTPs), 1 unit/µl RNase inhibitors (Takara Bio) and 10 units/µl M-MLV reverse transcriptase, RNase H minus (Takara Bio). Real time qPCR was performed on the GeneAmp 5700 Sequence Detection System (Applied Biosystems) using SYBR Green I chemistry in triplicate reactions. Primer sets for qPCR were based on the rat gene sequences retrieved from the UCSC genome browser site (listed in Table S3). The amplification was carried out in a reaction mixture (30 µl) containing 1× SYBR Green PCR Master Mix (Applied Biosystems), 0.5 µM primers and cDNA equivalent to 15 ng of RNA. Thermal conditions (for all targets) were 50°C for 2 min, 95°C for 9 min, followed by 40 cycles of 95°C for 20 sec and 60°C for 1 min. Specific amplification of correct targets was confirmed by dissociation curve analysis. To calibrate the reaction, the cDNA template was serially diluted and amplified each time along with every gene targets.

### Construction of exRefSeq

Using the rat genome database (rn3, Jun. 2003), refSeq (refSeqAli, refGene, refFlat) and xenoRefSeq (xenoRefSeqAli, xenoRefGene, xenoRefFlat) coordinates were downloaded from UCSC genome bioinformatics (http://hgdownload.cse.ucsc.edu). The annotation date for these files was 29-Jul-2007. Available programs (MySQL, R, and Microsoft Excel) were used to process the data. All the data sets for refSeq and xenoRefSeq were first deposited in a MySQL database and then rat, mouse, and human data were extracted. Items with uncertain genomic position (designated Un or random) were excluded. Non-rat olfactory and vomeronasal receptor genes were also eliminated. Furthermore, the following items were filtered out: RefSeq of low transcript-genome matching (<60%), mouse RefSeq of low homology (<85%), and human RefSeq of low homology (<80%). All the gene names in the remaining items were converted to the mouse format using the programs g:Convert and g:Orth at the g:Profiler website (http://biit.cs.ut.ee/gprofiler/) [30]. Overlapping transcription units with the same gene name, genomic position, and the direction of transcription were unified into a longest hypothetical transcript and the resulting compilation of 17,799 rat genes was named “exRefSeq” that designates “extended RefSeq”. The genic region was defined as a longest stretch of overlapping transcripts (including reverse directions) in exRefSeq. The procedure is illustrated schematically in Figure S3.

### Expression array

Expression microarray experiments were performed mostly at Bio Matrix Research, Inc. (Tokyo, Japan). The labeling procedure was carried out as described by the manufacturer (Affymetrix, http://www.affymetrix.com). One microgram of total RNAs from culture day 1 (D1), day 5 (D5), and day 5 with inhibitor (D5+) were reverse-transcribed to cDNAs by GeneChip One-Cycle cDNA Synthesis Kit. The cDNAs were transcribed to cRNAs *in vitro* with biotinylated nucleotides using GeneChip IVT Labeling Kit. The Test3 array was used for quality control. Biotinylated cRNAs were hybridized to GeneChip Rat Genome 230 2.0 for 16 h at 45°C in GeneChip Hybridization oven 640. After hybridization, arrays were washed and stained with Streptavidin-Phycoerythrin in GeneChip Fluidics Station 450, and scanned on GeneChip Scanner 3000. GeneChip Operating Software (GCOS; Affymetrix) was used for image processing and data acquisition. The expression array data were deposited in GEO (GSE13112).

GCOS was also used to normalize the signal levels between different arrays by applying 50th percentiles and to calculate signal intensities or reliabilities of each probe. Probes with absent call on both D1 and D5 arrays or absent on both D5 and D5+ arrays were relegated to unexpressed genes (group D) and excluded from further classification. Expressed probes were classified into 9 groups (designated A1, A2, A3, B1, B2, B3, C1, C2, C3) by applying 2-fold and 0.5-fold thresholds to the combination of two parameters, induction (D5/D1) and inhibition (D5+/D5) (illustrated in Figure 1B). Both unexpressed and expressed probes were converted to corresponding exRefSeq by g:Profiler. The exRefSeq genes without assigned probes were grouped as “N” (5,090 genes). The following rules were applied for grouping the exRefSeq genes with multiple probes that represent conflicting group assignments. If an A1 group probe is present in the gene in question, it is grouped as “A1” regardless of other probes. If A1 probe is absent but A2 probe is present, that gene is grouped as “A2”. Genes without A1 and A2 probes but having other combination of different probes are grouped as “Mix”. Group D probes in a gene with an unambiguously assignable probe are neglected. In some cases minor groups (A3, B1, B3, C1, C2, C3, Mix) are combined and referred to as “Others”. The gene group classification is summarized in Figure S5A.

### GO analysis

To analyze the gene ontology (GO) annotation of selected rat genes, gene names of exRefSeq were converted to corresponding human gene names using the programs g:Convert and g:Orth at the g:Profiler site. GO statistics were examined by the program GOstat2 to identify the GO terms that are enriched or depleted between two sets of genes (http://gostat.wehi.edu.au/cgi-bin/goStat2.pl) [31]. In the present study, a set of individual gene group was compared to its complementary set. The length of GO path parameter was set to 1. Statistical significance for over- or under-represented GO terms in a group of genes was corrected by the method of Benjamini and Hochberg. As a featured group of genes, neuronal genes were selected by using the NCBI Gene database (http://www.ncbi.nlm.nih.gov/sites/entrez?dbGene) with search terms: neuron* OR neural* OR neurite OR axon AND human[ORGN]. Out of 2,844 human neuronal genes, 1,429 genes that possess rat exRefSeq counterparts were used for GO analysis.

### eTIP procedure

Primary cultures of rat cerebellar granule cells at day 2 were treated with 0.5 mM etoposide (VP-16) in serum-free medium for 15 min. The treated cells on 100 mm dishes were lysed with 750 µl of a buffer containing 1% Sarkosyl, 10 mM Tris-HCl (pH 7.5), 10 mM EDTA, and protease inhibitor mixture (Complete Mini, Roche) by passing through a 23G needle 10 times. Concentrated CsCl (7 M) was added to a final concentration of 0.5 M. To fragment DNA, the lysates were sonicated with VP-5S sonicater (Taitec) for 30 sec at power setting 3. Under these conditions, length of DNA fragments, as determined by agarose gel electrophoresis, varied from 0.5 kb to 5 kb. Before immunoprecipitation (IP), 3 volumes of a buffer containing 10 mM Tris-HCl (pH 7.5), 10 mM EDTA, 100 mM NaCl, 0.1% Triton X-100, and protease inhibitor mixture was added to 1 volume of lysates and the diluted lysates were centrifuged for 15 min at 15,000 rpm at 4°C. The supernatant was pre-cleared with 10 µl of Dynabeads Protein G (DYNAL, Invitrogen) by rotating the tubes for 2 h at 4°C. Unbound fraction recovered by magnetic separation was used as an input for IP reactions. The reaction was initiated by the addition of 10 µl of Dynabeads protein G, which had been pre-incubated with 5 µg of specific antibody (3B6) or control antibody (mouse IgG). The beads suspension was incubated overnight at 4°C and the IP fraction was recovered by magnetic separation followed by washing 3 times with TEST-150 (10 mM Tris-HCl: pH 7.5, 10 mM EDTA, 150 mM NaCl, 0.1% Triton X-100, protease inhibitor). The IP-beads were then eluted 3 times with 500 µl of TEST-500 (10 mM Tris-HCl: pH 7.5, 10 mM EDTA, 500 mM NaCl, 0.1% Triton X-100, protease inhibitor) by magnetic separation each time and the eluates were pooled (designated as P2 fraction). DNA fragments still bound on the beads (designated as P1 fraction) were treated with 50 µg/ml RNase A at 55°C for 30 min, 200 µg/ml Proteinase K at 55°C overnight, and purified by phenol/chloroform extractions followed by ethanol-precipitation with 10 µg of glycogen. The DNA in IP input and P2 fraction was also purified and DNA amounts in each fraction were determined by Quant-iT PicoGreen dsDNA Quantitation Kit (Molecular Probes, Invitrogen) according to the manufacture's protocol.

### eTIP control experiments

Nuclei were prepared from 2-week-old rat brain (without cerebellum) by the high-density sucrose method. By removing the cerebellar tissue, it was possible to eliminate topo IIα from the preparation [3]. Nuclear pellet was extracted at 5-µg nucleic acids/ml with the extraction buffer (20 mM Tris-HCl: pH 7.5, 300 mM NaCl, 140 mM 2-mercaptoethanol, 50 µg/ml BSA) on ice for 30 min. In the final volume of 20 µl, plasmid pUC18 (0.5 µg) was incubated with nuclear extract (2 µl) at 37°C in the topo II reaction buffer (50 mM Tris-HCl: pH 8.0, 120 mM KCl, 10 mM MgCl_2_, 0.5 mM DTT, 0.5 mM EDTA, 0.5 mM ATP, 30 µg/ml BSA). In some reactions, 0.5 mM etoposide was added. After 15 min, the reaction was terminated either by Sarkosyl-CsCl (1% Sarkosyl, 0.5 M CsCl, 10 mM EDTA, 10 mM Tris-HCl: pH 7.5, 1× Complete mini) or SDS (1% SDS, 10 mM EDTA, 50 mM Tris-HCl: pH 8.0, 1× Complete mini). Samples were digested with SDS/Proteinase K and subjected to electrophoresis in 1% agarose gel in the presence of 0.5 µg/ml ethidium bromide.

For immunoprecipitation, supercoiled pUC18 DNA (7.5 µg) was incubated with the nuclear extract at 37°C in the presence of 0.5 mM etoposide (300 µl reaction volume). After 15 min, equal volume of 2× stop solution (20 mM Tris-HCl, pH 7.5, 2% Sarkosyl, 20 mM EDTA, 2× Complete mini) was added and incubated on ice for 15 min, then 7 M CsCl was added to a final concentration of 0.5 M. Before immunoprecipitation, 3 volumes of dilution buffer (10 mM Tris-HCl, pH 7.5, 10 mM EDTA, 100 mM NaCl, 1× Complete mini) were added. Immunoprecipitation procedures were the same as in eTIP. Purified DNA fractions (IP input, IP, P1 and P2) were analyzed by agarose gel electrophoresis as described above.

Cultured granule neurons were treated with etoposide and eTIP fractions (IP input, IP, P1, and P2) were prepared as described in the eTIP procedure. Protein samples were subjected to Western blotting to examine the presence of topo IIβ. Before electrophoresis, DNAs cross-linked to topo IIβ were digested with RNase-free DNase I in a buffer supplemented with 10 mM MgCl_2_. After incubation at 30°C for 45 min, 0.5 M EDTA was added to a final concentration of 15 mM to stop the reaction. Proteins in these fractions were recovered by acetone precipitation with 2 µg of BSA as a carrier and subjected to 6.5% SDS-PAGE and immunoblotting with topo IIβ-specific antibody (3B6).

### Tiling array

Purified DNA fractions (IP input, P1 and P2) were digested with *Mbo*I and amplified by ligation-mediated PCR (LM-PCR) performed as described [32] with minor modifications in that TaKaRa LA Taq (Takara Bio) was used for PCR amplification of 26 cycles. Designing of oligonucleotide probes and preparation of arrays were performed by NimbleGen. We selected 7 chromosomal regions for the analysis: chr2:91,018,106 -98,323,667; chr2:217,827,330-227,366,232; chr4:42,866,895-57,916,607; chr4:135,995,247-150,677,540; chr5:119,800,001-126,350,000; chr10:20,098,221-34,042,054; chr19:1-12,000,000. Rat DNA sequences (version 3.1, produced by the Atlas group at Baylor Human Genome Sequencing Center (HGSC) as part of the Rat Genome Sequencing Consortium) were retrieved using the UCSC Genome Browser (http://genome.ucsc.edu). The arrays were tiled with isothermal 50 to 75-mer oligos that were placed at 1 probe/100 bp on repeat-masked genomic sequence. Hybridization and scanning of the fluorescence intensities were performed at NimbleGen (http://www.nimblegen.com/). Briefly, amplified DNA preparations were labeled with Cy5 (P1 and P2) or Cy3 (IP input) and were hybridized competitively to the array with Cot-1 DNA. Scanned data were processed by the supplier's standard protocol for ChIP-chip analysis to obtain the scaled log_2_ (Cy5/Cy3 ratio).

The log_2_ (P1/input) and log_2_ (P2/input) values were used for the computational analysis named ACME (Algorithm for Capturing Microarray Enrichment) [33] to identify genomic sites enriched for topo IIβ action sites. The window size was set to 1,000 bp and the threshold to 90%. We calculated the probability values based on hypergeometric distribution instead of chi-square distribution, which is used in the original ACME. The array probes associated with probability values smaller than 10^−4.5^ were adopted as toposites. To classify the toposites, significant P1 signals were subjected to cluster analysis (Ward's method) between two factors, log_2_ (P2/input) and local GC content around toposites. Toposites were clearly separated into two clusters of comparable size: low P2 signal-high GC content (class 1) and high P2 signal-low GC content (class 2). The tiling array data were deposited in GEO (GSE13145).

We scanned the distribution of class 1 (c1) and class 2 (c2) toposites along the genome by using a sliding-window algorithm. With respect to the probes that were recognized as a toposite by ACME, the likelihood of being toposite was split and distributed evenly to every nucleotide across the probe. Namely, the inverse of probe length in number of nucleotides was defined as a “positional toposite potential” assigned to every nucleotide position within the toposite probe. To assess the toposite density around the transcription start sites (TSS) and termination sites (TTS) of 318 transcription units located in the tiled region, toposite potentials within ±10 kb from these sites were counted. The potential scores were then added up in every gene groups of interest that were aligned at TSS or TTS. Resulting figures were divided by the number of genes constituting the group in order to enable the comparison between different gene groups. Entire region of the 20 kb-potential map was scanned with a moving window of 1-bp step and 1,000-bp width. Sum of the potential scores within the window was plotted at the centre position as a toposite density. The highest density score would be 10 by definition. For a control, the same numbers of toposites were picked up randomly as Monte Carlo simulation of 10-times repetition and the toposite density was calculated as stated above.

### Shotgun cloning and sequencing

The eTIP DNA fractions (P1 and P2) amplified by LM-PCR were blunt-ended with T4 DNA polymerase (New England Biolabs), ligated into the *Eco*RV site of a zero-background cloning vector pZErO-2.1 (Invitrogen) and transformed into *Escherichia coli* TOP10F' competent cells (Invitrogen). The transformants were screened by colony PCR using AmpliTaq Gold DNA polymerase (Applied Biosystems) with M13RV and M13(-21) vector primers. The nucleotide sequences of eTIP clones were determined by direct sequencing of the amplified fragments on the DNA sequencer 310 according to standard methods (Applied Biosystems). Genomic positions of resulting sequences were determined on the rat genome (rn3) by BLAT search performed at the UCSC genome browser website (http://genome.ucsc.edu). The complete list of eTIP clones is given in Table S1.

## Supporting Information

Text S1 Glossary of unconventional words and phrases
(0.03 MB DOC)

Data S1 Supplementary data containing Figures S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11 and Tables S1, S2, S3, S4
(2.81 MB PDF)

Figure S1 Confirmation of the array-based gene grouping by RT-qPCR and immunoblotting
(2.58 MB TIF)

Figure S2 Suppression of transcriptional induction of A1 genes by topo ΙΙβ siRNA
(1.51 MB TIF)

Figure S3 Schematic representation of the procedure for construction of exRefSeq
(1.36 MB TIF)

Figure S4 Classification of rat subgenomic regions by length and GC content
(3.02 MB TIF)

Figure S5 Comparison of expression groups in terms of gene's position, length, and GC content
(1.12 MB TIF)

Figure S6 Functional similarity between A1 genes and LA genes as revealed by a GO matrix
(1.70 MB TIF)

Figure S7 Prediction of A1 genes from positional and functional information
(1.65 MB TIF)

Figure S8 Characterization of eTIP DNA fractions by shotgun cloning and sequencing
(1.57 MB TIF)

Figure S9 Overview of the topography of toposites and genes in the seven chromosomal regions analyzed by tiling arrays
(7.31 MB TIF)

Figure S10 Similarity of expression patterns and genomic locations of relevant gene groups between embryonic brain and cultured granule cells
(1.45 MB TIF)

Figure S11 A high incidence of LA genes in monoallelically expressed autosomal genes
(1.10 MB TIF)

Table S1 Genomic location of eTIP DNA clones
(0.10 MB XLS)

Table S2 eTIP PCR primers
(0.03 MB XLS)

Table S3 RT-qPCR primers
(0.03 MB XLS)

Table S4 Antibodies used for Western blotting
(0.02 MB XLS)

Table S5 Gene Ontology (GO) analysis
(5.98 MB XLS)

# Supplementary material for: Topoisomerase IIβ Activates a Subset of Neuronal Genes that Are Repressed in AT-Rich Genomic Environment
**Source:** PLoS One. 2008 Dec 31;3(12):e4103. doi: 10.1371/journal.pone.0004103
**Supplement:** Text S1 — Glossary of unconventional words and phrases (0.03 MB DOC)

**Glossary of Unconventional Words and Phrases**

Numbers of arbitrary terms or abbreviations are used in the present study. Although these are defined in each context, here we reiterate or rephrase them in a single list to alleviate possible confusions.

**Gene groups classified by expression profiling**

Levels of mRNA in cultured granule neurons were analyzed by expression arrays and the data were compared between undifferentiated (day 1) and differentiated (day 5) states in the presence or absence of a topo II-specific inhibitor (ICRF-193). The array data were plotted as a scattered graph of fold-induction versus fold-inhibition and the corresponding genes were classified into 9 groups by applying 2-fold and 0.5-fold boundary lines (Figure 1B). Groups A1, A2, B2, and unexpressed genes (group D) comprised about 90% of analyzed genes (Figure 1C and Figure S5A). The group A1 that makes up only 2.6% is the primary target of the present study since these genes are up-regulated depending on topo IIb. A2 genes are also up-regulated but are not susceptible to the topo II inhibitor. B2 genes, the largest group, are expressed constitutively and independently of topo IIb. Other groups were not analyzed further in this study. In some experiments, however, genes without assigned array probes (group N) were subjected to expression analysis by RT-qPCR.

**exRefSeq**

A rat genome compilation constructed by combining the sequence data of rat, mouse, and human RefSeq genes (Figure S3). After several steps of matching and cleaning, overlapping transcription units with the same gene name, genomic position, and the direction of transcription were unified into a longest hypothetical transcript and the resulting compilation of 17,799 rat genes was named exRefSeq for “extended RefSeq”.

**Classification of subgenomic regions**

Using the rat exRefSeq, genic region was first defined as a longest stretch of overlapping transcripts of protein-coding genes. The rat genome was then divided into genic and intergenic regions. They were further classified into four classes each by regional length and GC content (Figure S4). These factors have a certain biological relevance because the genomic distribution of topo IIb action sites showed a strong correlation with regional GC content. A simple dual dichotomic approach was used here by employing the average regional length and overall GC content as boundary values. Although this scheme is apparently arbitrary, we found it satisfactorily sound in an empirical sense, after trying other statistical parameters. Thus, the boundary values adopted were 51 kb / 44% GC for genic region and 110 kb / 42% GC for intergenic region. The 4 areas demarcated by the boundary lines in the scatter plot are designated as LA (Long AT-rich), LG (Long GC-rich), SA (Short AT-rich), and SG (Short GC-rich). Accordingly, classified subgenomic regions are referred to as LAGR (Long and AT-rich Genic Region), LGGR (Long and GC-rich Genic Region), SAGR (Short and AT-rich Genic Region), SGGR (Short and GC-rich Genic Region) for genic regions (GR), and LAIR (Long and AT-rich Intergenic Region), LGIR (Long and GC-rich Intergenic Region), SAIR (Short and AT-rich Intergenic Region) and SGIR (Short and GC-rich Intergenic Region) for intergenic regions (IR).

**LAIR, LAIR-proximal and LAIR-distal genes**

By definition LAIR stands for Long (110 kb <) and AT-rich (< 42% GC) Intergenic Region. In the present study we regard LAIR as a genomic element imposing a suppressive effect on neighboring genes, not just an intergenic region. LAIR is likely to overlap and share properties with other genomic regions described as “gene desert” and “lamina-associated domain (LAD)” (see Discussion). Genes positioned right next to LAIR is designated LAIR proximal (LAIRp) and other genes are all LAIR distal (LAIRd). Genes classified into expression groups (A1, A2, B2, D) are discriminated similarly by the suffix designating their positions relative to LAIR (as in A1p and A1d).

**LA gene**

LA gene is defined as a Long (51 kb <) and AT-rich (< 44% GC) gene adjacent to LAIR (in other words, LAIR-proximal LAGR). It appears to be well conserved in mammals when the same criteria for the boundary values were applied to other genomes. LA genes show remarkable bias towards membrane/cell surface proteins. Many of them are essential for nerve cell development or mature neuronal functions. We propose that LA genes are a distinct category of genes and topo IIb liberates them from the transcriptional repression exerted by juxtaposed LAIR. Merely long and AT-rich genes should not be confused with LA genes that are exclusively LAIR-proximal genes. LA genes share a strong functional similarity with A1 genes that are controlled by topo IIb (Figure S6). A high incidence of LA genes in the monoallelically expressed gene groups (Figure S11) and in the genes associated with autism and schizophrenia suggests that their stochastically determined monoallelic expression would cause a cellular mosaicism and may explain a phenotypic polymorphism of psychotic conditions or even personality variations in normal individuals. Thus, LA genes may serve as a useful set of candidate genes for the search of psychosis-related genes. We hypothesize that LA genes and their control machinery evolved relatively recently in the evolutionary history of vertebrates and are involved in higher functions of central nervous system. This category of genes will be important in elucidating human evolution as well as etiology of psychosis.

**G- and T-segments**

Type II DNA topoisomerases catalyze the strand passage events between the two segments of DNA, termed G- and T-segments (representing Gate and Transfer). The G-segment contains the transient gap generated by the enzyme for the passage of T-segment. For the reaction to occur, the two segments should come close each other, which is easily achieved in circular DNAs with superhelical turns. In this intramolecular reaction, both segments of DNA reside in the same molecule within a short distance in the primary sequence, as well. In theory, however, these segments can be vastly separated as long as they can make a close contact in the 3-dimensional nuclear space. Although this type of reaction is unique to type II topoisomerases and must be important in living cells, the *in vivo* situation has been largely unknown, due to the lack of technique capable of discriminating the G-segment and T-segment.

**eTIP**

The novel technique eTIP (etoposide-mediated topoisomerase immunoprecipitation) can locate direct action sites of topo IIb on DNA, not just binding sites (Figure 3A). The enzyme-DNA covalent complex stabilized by etoposide *in vivo* was recovered by lysing the cells in mild conditions without strong denaturants. The enzyme-DNA intermediate is converted mainly to a form with a single-strand breakage at the site of action. After fragmentation of chromosomal DNA, the topo IIb -DNA complex was concentrated by immunoprecipitation with specific antibody. Resulting DNA fragments were amplified by ligation-mediated PCR and hybridized to tiling arrays to determine their genomic positions. The use of mild conditions for arresting the intermediate brings about two advantages. First, as topo IIb is linked to DNA mostly through single strand breakage, the cleavage site resides within the fragment and both ends are available for ligation of amplification primers. Second, the other DNA strand, which is transferred through the cleaved strand (T-segment), remains associated with the enzyme in the immunoprecipitate. When it is not contiguous to G-segment, the T-segment can be recovered in a separate fraction by a stringent washing. The recovery of T-segment is a key component of successful identification of distinctive classes of topoisomerase action sites.

**eTIP DNA fractions P1 and P2**

In the eTIP procedure, DNA fragments immunoprecipitated with topo IIb was fractionated by high salt wash (0.5 M NaCl) into eluted DNA (P2) and residual DNA, which is still bound to the enzyme (P1). Relationship between G-segment vs. T-segment, P1 fraction vs. P2 fraction, and class 1 toposite (c1) vs. class 2 toposite (c2) is very confusing. The illustration shown in Figure 4D should be useful to clarify the situation.

**Toposites c1 and c2**

“Toposites” stand for topoisomerase action sites detected by the eTIP-tiling array analysis. Comparison of hybridized signals for P1 and P2 DNA fractions on genomic tiling arrays revealed the presence of two classes of distinctive toposites (c1, c2) that clearly differs in local GC contents. Toposites are compared schematically in Figure 6A. When mapped positions of toposites are examined, it should be noted that c2 sites on the map are basically half sites as they always have paring sites elsewhere distant in the genome. The GC-rich c1 toposites are enriched in GC-rich genic regions, whereas AT-rich c2 toposites are concentrated in LA genes and adjacent LAIR. Thus, c2 sites are likely to be essential for the regulated expression of LA genes while LAIR-distal A1 genes appear to be regulated by c1 sites. Although we focused on c2 sites and LA genes in the present study, roles of c1 sites in the control of nonLA genes are less clear at present and should be addressed in future studies. The c2 site also suggests the presence of interaction between distant genomic sites, which is to be modulated by the enzyme. This view certainly expands the ascribed roles of type II DNA topoisomerases into an emerging picture of transcriptional regulation through distant chromosomal interactions.

How the deposited data were processed for this re-analysis (not part of the article)

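Expression was measured in cerebellar granule cells from 8-day-old rats, cultured for 1 day (D1), for 5 days (D5), or for 5 days with 10 µM ICRF-193 (D5+). By the methods, 10 µM cytosine arabinoside was added with a medium change late in day 1. D1 cells had therefore met it for a shorter time than D5 cells. There were 3 Affymetrix arrays, 1 for each condition, and 2 two-colour arrays, 1 of D5 (Cy5) against D1 (Cy3) and 1 of D5 (Cy5) against D5+ (Cy3). With 1 array per condition there were no replicates to average and no test across genes, and the number of arrays limits the precision.

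The authors' deposited Affymetrix values are linear signal intensities. According to the methods and the submitters' processing notes they were made with GCOS and MAS5, whose versions are not given in the sources used here. The methods describe a normalization by the 50th percentile, but medians over the 31042 probe sets other than controls differ between the arrays, and the values were used as deposited. The deposited two-colour values are log ratios whose base, background correction and normalization are not given in the sources used here; a log2 and a natural log reading were both kept open. Their medians were 0.0057 and 0.0015, with 62 and 96 values missing of 20500.

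Gene symbols came from the array annotation and were checked against a table of the GRCr8 assembly, which was used for names and for the order of genes only, since the paper used another build. Of the Affymetrix probe sets, 20826 had 1 symbol in this table, 436 had several and 9774 had none; of the two-colour probes, 12750 had 1 symbol. A gene was grouped by the rule of the methods: A1 if any probe set was A1, otherwise A2 if any was A2, otherwise the single group of its expressed probe sets, otherwise Mix. Where a gene needs 1 value, it is that of the probe set with the highest mean log2 signal, and a signal of 0 was read as 0.1. Detection calls were not used here, and a floor at the 40th percentile of each array stands in their place. The noise of low signals is larger: between probe sets of one gene, the SD of log2 D5/D1 was 0.51 for signals of 20 to 50 and 0.22 for signals of 200 to 1000.

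Before the data were examined, the groups and gene lists, the rule for named genes and most alternatives were fixed: floors at the 20th and 60th percentiles, no floor, a floor needed on D5 only, 1.5-fold and 3-fold thresholds, scaling by the median above the floor, quantile normalization, an added offset, the brightest probe set of a gene, probe sets in place of genes, and for the two-colour arrays centring, turned signs, Spearman's correlation and medians over probes. Scaling by the median of all probe sets, scaling by hybridization controls and the natural log reading were chosen after seeing the data. The named genes are those of Table 1 and Table S3 and the topoisomerase genes, whose values in the paper had been seen, and those picked by size of change. The latter are the 10 A1 genes with the lowest D5+/D5, the 10 A2 genes with the highest D5/D1, the 10 genes of groups C with the lowest D5/D1, 5 genes of B1 with the lowest D5+/D5, 5 genes of B3 or C3 with the highest D5+/D5, and up to 4 members of each list with the largest change in the direction of its median. Genes picked by group were above the floor on D5, though not always on D1 or D5+, and the two-colour ratio that they were ranked by (for A1, both ratios), where measured, had the same sign, while the other ratio was free. Members of lists had to be expressed only, and no two-colour sign was asked of them: of those measured on both platforms, 12 of 87 picked by D5/D1 and 19 of 88 picked by D5+/D5 had the opposite sign on the two-colour arrays. How the floor and the group of a gene enter this rule was settled after its first output had been seen. Medians of lists and counts in A1 and A2 are over expressed members, and random lists were matched on deciles of mean signal; shares in D were set against random lists from all genes.

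Shares have exact binomial intervals at 95%, which cover the counting of genes only. Noise in the D5 array was simulated in 100 sets of unchanged arrays, with noise taken from pairs of probe sets of one gene in 20 bins of signal. Such pairs also differ by real differences between transcripts. Variation of the culture or RNA that both probe sets share cancels in them and is left out. The grouping was tested on simulated data in which 200 of 14217 genes were raised at D5 over D1 and D5+ with noise of 0.2 on the log2 scale: of genes raised 3-fold 195 were recovered as A1, of those raised 4-fold 200 and of those raised 8-fold 200, with 0 others called. That noise is lower than the noise of low signals here and these genes lay well above the floor, so this tests the grouping step and not its error in these data. With the noise found between probe sets of one gene and 200 expressed genes raised, a test added after the results had been seen, 186 of genes raised 3-fold, 195 of those raised 4-fold and 198 of those raised 8-fold were recovered, and 201, 224 and 226 other genes were called A1 in the same order. At low signals that noise is too large, since unchanged arrays simulated with it had more A1 probe sets there than were observed. These numbers are therefore no estimate of false calls in these data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Genome sequence, intergenic lengths and GC content were not used here, nor were the toposite arrays, and the GO tables of the paper were not used for a test.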

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

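Of the tests in this part, those of other scalings, of A1 genes by D5 signal, of every non-neuronal cell type and of 2 marker lists for a delay were chosen after the results had been seen, as was the choice of lists counted as outside those the paper discusses. The other tests were written down before the result they measure had been seen.

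On the two-colour arrays, which the paper does not describe, 158 of 205 A1 genes (77.1%) had both ratios above 0, against 27.8 to 40.5% in the central 95% of random lists. By the total number of A1 probe sets, noise of the D5 Affymetrix array, which enters both ratios, cannot be told apart from a real change: the highest of 100 simulated sets had 489 against 515 observed. Under a D5 signal of 50 the simulated sets had 353 to 443 against 184 observed, so the simulated noise is too large there. At 100 or more they had at most 29 against 241 observed, and at 200 or more 0 against 146. Variation of the culture or RNA, which all probe sets of a gene share, cancels in the simulated noise. These counts therefore say nothing about variation of the D5 sample. The 2-colour shares argue against noise of the D5 Affymetrix array as the whole cause, also for A1 genes with a D5 signal under 50. There 56.9% had both ratios above 0 (random lists 22.4 to 44.8%), and 85.0% at 50 or more (27.2 to 42.2%). Scaling between the arrays as the source of the number of A1 genes is argued against by the lowest number under other scalings, 268 against 291. This net count does not show that the same genes stay. The other scalings raised both ratios, so genes gained by D5/D1 can replace genes lost by D5+/D5. Under some of them Gabrb2 left A1 and Ank2 entered it. For a general delay of differentiation with ICRF-193, the test written beforehand was met: genes of groups C, lower at D5 than at D1, had a median two-colour D5/D5+ ratio of -0.035 (expressed genes 0.013, random lists -0.010 to 0.028). Those genes were chosen for a low D5, however, which enters this ratio too and may be the same RNA, and C1 within them had 0.42. Of the lists fixed beforehand, whose use here was added after the result, precursor markers lay below all random lists on the two-colour D5/D5+ ratio and the list for mature granule cells at the 59th percentile. On the Affymetrix arrays the precursor median log2 D5+/D5 was -0.082, within random lists (-0.28 to -0.0082), and changed sign under another scaling. A delay therefore cannot be told apart. A lower share of astrocytes with ICRF-193, whose markers had a median log2 D5+/D5 of -1.64 with 4 of 14 in A1, a dependence of single genes on topo IIβ and a property of a D5 RNA shared by both platforms stay open on these arrays, and how many A1 genes each accounts for was not tested. The RT-qPCR, the siRNA experiment and the comparison with knockout mice that the paper reports bear on a dependence on topo IIβ. They were not part of these arrays.

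Cell cycle genes were lower at D5 than at D1 and lower again with ICRF-193, with a median log2 D5/D1 of -1.45 and a median log2 D5+/D5 of -0.99 (random lists -0.28 to 0.049), and 40 of 42 expressed genes were lower on D5+ than on D5. An effect of the Affymetrix arrays alone is argued against by the two-colour D5/D5+ median of 0.31 (random lists -0.074 to 0.087). A lower share of every non-neuronal cell type with ICRF-193 is argued against by the oligodendrocyte lineage markers, whose median log2 D5+/D5 was 0.68. Fewer dividing cells of 1 type, or an action of ICRF-193 on dividing cells, could also give this pattern, and neither was tested. D1 cells had also met cytosine arabinoside for a shorter time than D5 cells. What this adds to the fall from D1 to D5 was not tested.

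Astrocyte markers were lower with ICRF-193, with a median log2 D5+/D5 of -1.64 over 14 genes (random lists -0.34 to 0.033). Gfap, the intermediate filament of astrocytes, had signals of 1016 on D1, 1512 on D5 and 167 on D5+, and the glutamate transporter Slc1a3 had 1084 on D1, 1170.4 on D5 and 247 on D5+, while S100b was higher with ICRF-193 (121 on D1, 339 on D5 and 513 on D5+). An effect of the Affymetrix arrays alone is argued against by the two-colour D5/D5+ median of 0.23 (random lists -0.10 to 0.16). A lower number of astrocytes and a lower expression in each astrocyte may both give this pattern and were not tested; 4 of the 14 genes are in A1, and Ntsr2 is also among the G protein-coupled receptors.

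Other lists outside those the paper discusses lay outside the central 95% of random lists for D5+/D5. Oligodendrocyte lineage markers had a median log2 D5+/D5 of 0.68 over 11 genes (random lists -0.39 to 0.17), with Cldn11 at 364 on D1, 262 on D5 and 655 on D5+. Endothelial, mural and meningeal markers had 0.68 over 17 genes (-0.40 to 0.064), with Col1a2 at 107.5 on D1, 774 on D5 and 1828 on D5+. Oxidative phosphorylation had -0.32 over 73 genes (-0.24 to -0.11) and glycolysis had -0.39 over 16 genes (-0.31 to -0.024), with Ldha at 1098 on D1, 2169.9 on D5 and 1409.6 on D5+. The metallothioneins had -2.84 over 3 genes (-0.83 to 0.44): Mt2A had signals of 487.5 on D1, 825 on D5 and 115.5 on D5+, the Table 1 gene Mt3 had 85.7 on D1, 593 on D5 and 158 on D5+, and Mt1, whose D1 and D5+ signals lie under the floor, had 17.2 on D1, 21.0 on D5 and 1.1 on D5+.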

How the results depend on the processing

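Scaling by the median of all probe sets, scaling by hybridization controls and the natural log reading were chosen after seeing the data; the other settings were planned. Low signals are among the limits of these results, as the median A1 gene has a D1 signal of 27.8 against a floor of 19.2. No paired analysis was possible because each condition has 1 array. The planned comparisons of intergenic regions and gene lengths were not run, since neither genome sequence nor gene models of the build in the paper were used here. Among the results below, no called direction changed except where the signs of the two-colour arrays were turned by construction. For named genes, the settings that multiply each array by 1 number could not change one. Lists whose median changes sign under another scaling are named beside their values.

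The A1 share of genes, the A2 share of genes, the B2 share of genes, the D share of genes and the share of these 4 groups together moved as follows; beyond the construction of each setting the cause was not tested. With the floor at the 20th percentile of each array they were A1 4.28%, A2 7.59%, B2 55.5%, D 11.8% and the 4 together 79.2%; with the floor at the 60th percentile of each array A1 1.35%, A2 3.79%, B2 43.9%, D 44.7% and the 4 together 93.8%; with no floor A1 5.19%, A2 8.7%, B2 55.3%, D 0.00703% and the 4 together 69.2%; and with a floor needed on D5 only D 28.5% and the 4 together 89.2%. Scaling by the median above the floor gave A2 7.32%, B2 54% and the 4 together 90.7%, quantile normalization A2 7.13%, B2 54.1% and the 4 together 90.6%, scaling by the median of all probe sets A2 7.18%, B2 54% and the 4 together 90.7%, and scaling by hybridization controls A2 7.23% and the 4 together 90.3%. Adding the floor value to every signal gave A1 1.02%, A2 3.07%, B2 61.4% and the 4 together 92.8%. With 1.5-fold in place of 2-fold the shares were A1 5.34%, A2 7.23%, B2 32.2% and the 4 together 72%, and with 3-fold A1 0.654%, A2 3.42%, B2 64.1% and the 4 together 95.5%. Grouping by the probe set with the highest mean signal gave A1 1.72%, A2 5.08%, B2 55.7% and the 4 together 89.9%, and probe sets in place of genes gave A1 1.66%, A2 4.13%, B2 46.7%, D 38.2% and the 4 together 90.6%.

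Among ion channel genes in A1 and extracellular matrix genes in A2, the counts of 26 and 33 became 15 and 15 with the floor value added, 5 and 4 by two-colour ratios alone, and 10 and 6 if these are natural logs. The median log2 D5+/D5 of ion channels became -0.11 by the two-colour ratios if these are log2 and -0.16 if they are natural logs. A1 genes with both two-colour ratios in the called direction were 57.7% at the 20th percentile floor, 85.6% at the 60th and 6.83% with the signs turned, and A2 genes with a two-colour D5/D1 ratio in the called direction were 74.8%, 87.4% and 18.3%. The correlation of the D5/D1 log ratios between platforms was 0.40 with no floor and 0.68 with the floor at the 60th percentile, and the correlation of the D5/D5+ log ratios between platforms was 0.26, 0.60 and, by Spearman, 0.46. Another 37 values of these results stayed within their bounds. Of the values of named genes, 2197 stayed within their bounds and 133 moved, none with a change of a called direction. Scaling by the median above the floor, by the median of all probe sets and by hybridization controls multiplies each array by 1 number. It shifts every gene alike, by less than the bound used. For these settings the outcome was fixed in advance, and only quantile normalization and the added floor value could move a named gene.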

Differences from the paper's values

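With the floor at the 40th percentile, which stands in for detection calls, the shares of A1 and of the 4 main groups together did not differ from those stated in the paper by the bound used (more than 1.5 times), nor did the shares of A2, B2 and D from those of Fig. 1C, read by eye as about 8%, about 56% and about 23%. This rests on the settings. The A1 share did differ with the floor at the 20th or 60th percentile, no floor, the added floor value, 1.5-fold and 3-fold thresholds, the brightest probe set of a gene and probe sets in place of genes, and did not with a floor needed on D5 only, scaling by the median above the floor or quantile normalization. The A2 share differed with the floor at the 60th percentile, the added floor value, 3-fold thresholds, the brightest probe set and probe sets in place of genes, the B2 share with 1.5-fold thresholds, and the D share with the floor at the 20th or 60th percentile, no floor and probe sets in place of genes. The share of the 4 groups together passed this bound under none of these planned settings. The bound is wide for a share of about 90%, however, and no higher share could pass it. The share was 79.2% with the floor at the 20th percentile, 72.0% with 1.5-fold thresholds and 69.2% with no floor.

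The paper lists 23 genes of group A1 in Table 1. They include Ndst3 and Ndst4 of group N, the genes without array probes in the paper, which are not measured here. The paper chose such genes by position and function and tested them by RT-qPCR. Of the 23 genes, 18 were measured with a gene symbol here and 13 were in A1, among them Camk2d, Kcnd2 and Itpr1. Cdh11 (72.1 on D1, 177 on D5 and 208 on D5+) and Adam19 (55.8 on D1, 115 on D5 and 142 on D5+) were in A2, and both were in A1 with the floor at the 20th percentile and with no floor. Ank2 (576 on D1, 1046 on D5 and 430.0 on D5+) was in Mix. It was in A1 with scaling by the median above the floor and with 1.5-fold thresholds, and also with scaling by the median of all probe sets and by hybridization controls, which were chosen after seeing the values. Tspan33 (19.8 on D1, 34.4 on D5 and 16.2 on D5+) was in Mix, and in A1 under the same settings and with quantile normalization. Of the 13 genes, Gabrb2 left A1 with scaling by the median above the floor, with quantile normalization and with scaling by hybridization controls, and 0 left with scaling by the median of all probe sets. The floor at the 60th percentile and the added floor value each dropped 2 genes and 3-fold thresholds 6, while the floor at the 20th percentile, no floor and 1.5-fold thresholds dropped 0. Raver2 (7.0 on D1, 12.6 on D5 and 0.4 on D5+) was in D and in A1 under no setting. Of the genes with primers in Table S3, Stx1a, which the paper has in A1, was in A2 (88.3 on D1, 189.7 on D5 and 113 on D5+) and in A1 with 1.5-fold thresholds; the other 5 A1 genes, 4 of 4 measured A2 genes and 4 of 4 measured B2 genes were in the group the paper gives.

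The paper, citing earlier work, states that these cells do not express topo IIα. Top2a had signals of 272 on D1, 62.1 on D5 and 31.4 on D5+, above the floor on all 3 arrays, in group C2. These are mRNA signals of the whole culture, and neither the protein nor the cells that gave them were measured here. Top2a belongs to the cell cycle list, which as a list was lower at D5 and lower again with ICRF-193.

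The paper states that terms of channel, transporter and receptor activity are over-represented in A1 and not enriched in A2. In the lists used here, which are not GO terms, ion channels held more A1 genes than the central 95% of random lists, as did GABA-A receptor subunits (5 genes, random lists 0 to 2) and G protein-coupled receptors (9 genes, random lists 0 to 7), although the two-colour medians of the latter lay within random lists (88th percentile for D5/D1 and 78th for D5/D5+). Ionotropic glutamate receptors (2 genes, random lists 0 to 2) did not, nor did solute carriers (6 genes, 54th percentile of random lists). A2 held 18 ion channels (percentile 98.9), 11 potassium channels (percentile 99.96) and 27 solute carriers (percentile 99.8). These percentiles are among expressed genes, while the paper compared each gene group with the genes outside it. Of 213 ion channels 106 were in D, and of 294 solute carriers 105, so the background is not that of the paper's GO terms. The A2 percentiles therefore do not test the paper's statement. The paper gives anion transport as characteristic of A2, where the list used here had 4 of 39 expressed genes (79th percentile). The paper's A2 terms include phosphate transport and inorganic anion transport. The list here is of transporter and channel genes set against expressed genes, and it does not test those terms.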

Other observations

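Markers of granule cell precursors and immature neurons were lower at D5 than at D1, with a median log2 D5/D1 of -1.43 over 22 genes (random lists -0.43 to 0.14), and on the two-colour arrays 1 of 17 genes had a D5/D1 ratio above 0; Mycn had signals of 341 on D1, 33.3 on D5 and 19.5 on D5+ and the adhesion protein Cntn2 had 290.1 on D1, 43.5 on D5 and 53.6 on D5+. Their median log2 D5+/D5 was -0.082 (-0.28 to -0.0082) and reached 0.095 under another scaling, and on the two-colour arrays the D5/D5+ median was -0.22 (-0.092 to 0.14), which is higher with ICRF-193. Purkinje cell and interneuron markers had an Affymetrix median log2 D5/D1 of -1.02 over 14 genes (-0.62 to 0.30), but on the two-colour arrays their D5/D1 median lay at the 47th percentile of random lists, with 5 of 10 genes above 0, so a lower level at D5 was not seen on both platforms. Among them were Pcp4 (1421.5 on D1, 94.1 on D5 and 367 on D5+) and Eomes, a marker of unipolar brush cells (246 on D1, 20.4 on D5 and 83.2 on D5+). Microglia markers had a median log2 D5/D1 of 0.072 and a median log2 D5+/D5 of -0.36 over 17 genes (-0.35 to 0.11), while their two-colour D5/D5+ median lay within random lists (94th percentile), with C1qa at 159 on D1, 336 on D5 and 200.1 on D5+.

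Genes of sterol synthesis had a median log2 D5+/D5 of -0.41 over 14 genes (-0.32 to 0.054), while the two-colour D5/D5+ median lay within random lists (96th percentile), with Cyp51 at 873 on D1, 928 on D5 and 413.5 on D5+ and Idi1 at 849.9 on D1, 629.8 on D5 and 342 on D5+. Targets of p53 and genes of the DNA damage response had a median log2 D5+/D5 of -0.085 over 18 genes (-0.34 to 0.084), and genes of endoplasmic reticulum, integrated and heat stress had -0.096 over 18 genes (-0.30 to 0.049); both change sign under other scalings. Immediate early genes had 0.018 over 14 genes (-0.39 to 0.11), with Bdnf in A2 (21.1 on D1, 103 on D5 and 69.4 on D5+). Top1, the gene of topo I, had signals of 596 on D1, 318 on D5 and 358 on D5+.

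Of 289 A1 genes with a place in the GRCr8 gene order, 29 had another A1 gene as a direct neighbour, where random lists of similar signal had 12.1 on average and up to 22 within the central 95%, in a test written down before its result was seen. This is consistent with the hypothesis that A1 genes lie side by side more often than other expressed genes. A2 genes (112 of 776, random lists up to 110) and C2 genes (101 of 722, random lists up to 98) also lay above that bound, so the pattern is not limited to A1. Some pairs are related genes, such as Gabra4 and Gabrb1, Cacng6 and Cacng8, Ntm and Opcml, and Acvr1 and Acvr1c, and the share of such pairs that comes from gene duplication was not tested.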
